# Fibrosis-memory is mediated by IL-3–producing T cells and drives progression of fibrosis

**DOI:** 10.1172/JCI192095

**Published:** 2026-03-16

**Authors:** Simone Buchtler, Antje Frühauf, Sophia Neumayer, Kathrin Schmidbauer, Yvonne Talke, Frederike Winter-Köhler, Saidou Balam, Karin Landgraf, Claudia Gebhard, Michael Rehli, Florian Volker Schlieckau, Maria Beck, Florian Günther, Martin Fleck, Kerstin Renner, Matthias Mack

**Keywords:** Immunology, Nephrology, Fibrosis

## Abstract

Repetitive injuries are an important trigger of progressive fibrosis. To study if repetitive injuries induce an accelerated profibrotic process, also called “fibrosis-memory,” we established an experimental system with two consecutive, clearly separated insults in a model of renal fibrosis with reversible and irreversible unilateral ureteral obstruction. We found that a preceding fibrotic event of one kidney markedly enhanced subsequent development of fibrosis in the contralateral kidney. Aggravation of fibrosis during the second insult was dependent on memory CD4^+^ T cells. T cell depletion abrogated the fibrosis-memory effect, while adoptive transfer of memory T cells from fibrotic mice enhanced fibrosis in the recipients. Moreover, IL-3 production by memory CD4^+^ T cells was essential for aggravation of fibrosis in memory situations. In patients with systemic sclerosis, IL-3 expression by T cells was markedly increased, especially after a long disease duration accompanied by involvement of internal organs. In summary, our data identify IL-3–mediated fibrosis-memory as an important driver of progressive fibrosis.

## Abstract 2

Following renal damage mice develop a fibrosis-memory aggravating fibrosis during a second damage via IL-3 producing memory CD4+ T cells

## Introduction

Organ fibrosis is observed in various chronic diseases and is considered as a leading cause of organ failure and morbidity (1, 2). While a single and short injury rarely results in relevant fibrosis, prolonged or repetitive injuries are important drivers of organ fibrosis (3–5). Repetitive injuries add up not only in a linear manner, but initiate an accelerated and enhanced profibrotic process (6, 7). So far, the underlying mechanisms of organ fibrosis have been studied primarily at the level of fibroblasts. It has been shown that fibroblasts undergo epigenetic and metabolic changes in response to profibrotic signals that result in the production of more extracellular matrix in vitro (8–11). Such a “priming” of fibroblasts, also called “fibroblast-memory,” is considered an attractive concept to aid in the understanding of chronic fibrotic diseases. However, strong evidence for its relevance in vivo is lacking, and it is also difficult to imagine how changes in resident fibroblasts could lead to spreading of fibrosis across whole organs or even multiple organ systems, as seen for instance in patients with systemic sclerosis (SSc).

We therefore established an experimental system to investigate whether fibrosis-memory occurs in vivo and, if so, to understand the underlying mechanisms. We induced two defined fibrotic injuries and asked whether the second injury would result in more fibrosis than the first one. We also aimed to avoid colocalization of the second injury with the first one, as it would be difficult to quantify incremental fibrosis on top of a preexisting fibrosis. Therefore, we did or did not induce a reversible unilateral ureteral obstruction (RUUO) to one kidney (first fibrotic insult) (12) and after various periods of time induced an unilateral ureteral obstruction (UUO) to the contralateral kidney (second fibrotic insult). We then analyzed whether a first fibrotic insult aggravated development of fibrosis during the second insult. Thus, the model revealed the affect of recurrent fibrotic insults on development of fibrosis in the same organ system (kidney). UUO leads to damage of tubular epithelial cells, rapid influx of leukocytes, and development of a highly reproducible fibrosis of the affected kidney within 6–7 days (13). Recurrent episodes of kidney injury are known to markedly increase the risk for renal failure (14). Each episode of kidney injury doubles the risk of developing stage 4 renal failure (15), and short intervals between two episodes are more harmful than longer ones (16).

We show that a preceding fibrotic event enhanced development of fibrosis in the contralateral kidney during a subsequent UUO injury. This memory effect persisted for several weeks and was associated with a more pronounced infiltration of T cells and monocytes into the damaged kidney. Depletion of T cells but not monocytes abrogated fibrosis-memory, while adoptive transfer of memory T cells from fibrotic mice enhanced fibrosis. The profibrotic capacity of CD4^+^ T cells was almost completely dependent on their release of IL-3, since no aggravation of fibrosis occurred in the absence of IL-3. In patients with SSc, T cell–derived expression of IL-3 was markedly increased, especially after prolonged disease duration and with more widespread organ involvement, suggesting that fibrosis-memory was generated over time. Overall, our data show that T cell–derived IL-3 may be an attractive target to interfere with fibrosis-memory and progression of fibrosis.

## Results

### Development of fibrosis is enhanced by a preceding fibrotic event.

To determine whether the phenomenon of fibrosis-memory exists in mice with renal fibrosis, we assessed the impact of a first profibrotic renal injury on development of fibrosis during a second profibrotic injury of the contralateral kidney. We performed RUUO of the right kidney from day 0 to 6 (first injury), followed by an UUO of the left kidney from day 17 to 22 (second injury) (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI192095DS1, RUUO+UUO model). As control, the first injury on the right kidney was omitted or sham surgery was performed. Nonobstructed naive kidneys served as negative controls and showed no signs of fibrosis. Analysis of the left UUO kidney on day 22 revealed that a preceding fibrotic injury of the right kidney aggravated subsequent development of fibrosis in the left kidney (fibrosis-memory). Deposition of collagen-1 was increased by about 65%, and overall fibrosis quantified by Masson’s trichrome staining was increased by about 53%. There was also a significant increase in col1a1 mRNA expression (Figure 1A).

We then investigated whether the profibrotic priming persists for prolonged periods and compared 2 groups with different time intervals between RUUO of the right kidney and UUO of the left kidney. RUUO was performed from day 0 to 6 and UUO either from day 11 to 16 or from day 37 to 42. In control mice, no first injury was inflicted. Both groups with a preceding fibrosis on the right kidney developed significantly more fibrosis on the left kidney. There was no significant difference between the shorter and longer time interval (Figure 1, B and C), indicating that fibrosis-memory persists for several weeks.

We also quantified immune cells infiltrating the left UUO kidney by flow cytometry and found significantly more CD4^+^ T cells, CD8^+^ T cells, and monocytes in the UUO kidneys of mice with a preceding renal fibrosis (fibrosis-memory) (Figure 1D). UUO kidneys of mice with fibrosis-memory not only contained two times more infiltrating CD4^+^ T cells, but also a much higher percentage and absolute number of CD62L^–^CD69^+^ tissue-resident memory CD4^+^ T cells (CD4^+^ TRM cells) (Figure 1E and Supplemental Figure 2, A and B). Expression of CD103, CD279, and CD44 showed no or only small differences in UUO kidneys of mice with or without a preceding fibrotic event (Supplemental Figure 2C). No differences were detectable for basophils, eosinophils, and mast cells (Supplemental Figure 2D). UUO kidneys and spleens of mice with fibrosis-memory did not contain increased numbers of FoxP3^+^ regulatory T cells (Supplemental Figure 2E), and there was only a minimal expression of the exhaustion markers TIM-3 and LAG-3 on renal and splenic CD4^+^ T cells (Supplemental Figure 2F). The percentage of CD4^+^ TRM cells was also higher in the spleens of mice with fibrosis-memory (Figure 1E), while there was no increase in CD4^+^ T cells or CD4^+^ TRM cells in the livers or lungs and no development of fibrosis in liver, lung, or skin (Supplemental Figure 2, G and H). In summary, immunophenotyping (gating in Supplemental Figure 3) showed that there is more leukocyte infiltration during the second insult, suggesting that immune cells could be responsible for the enhanced fibrosis during the second insult.

To get more insight how a preceding RUUO may potentially influence the contralateral kidney before ureteral ligation of the contralateral kidney, we performed only a RUUO from day 0 to 6 and analyzed the contralateral kidneys on day 16. In comparison to kidneys from completely naive mice, we did not detect fibrosis or inflammation in the contralateral kidneys (Supplemental Figure 4, A and B). In a previous paper, we also studied how a UUO of one kidney influences the renal function (glomerular filtration rate [GFR]) of the contralateral kidney. Due to hyperfiltration, the GFR of the contralateral kidney transiently increased on day 1 after UUO (from 604 μL/min to 887 μL/min) but declined almost to basal levels afterward (706 μL/min on day 8; 633 μL/min on day 23) (12). Thus, at the time point when UUO of the left kidney was performed in the RUUO+UUO model, the left kidney was largely comparable to naive kidneys.

We also analyzed how fibrosis and inflammation in the RUUO kidney decline following reversal of the RUUO on day 6 (Supplemental Figure 4, A and B). As expected, there was a pronounced inflammation and fibrosis in the RUUO kidney, with infiltrating CD4^+^ T cells, neutrophils, and monocytes on day 6. On day 16, fibrosis was reduced by about 50%, while the leukocyte infiltrate in the RUUO kidney almost completely disappeared and was comparable to that of naive mice. In the spleens of mice with RUUO, we found increased numbers of neutrophils and monocytes on day 6, which fully normalized until day 16. In summary, the inflammatory response in the spleen and RUUO kidney had almost completely subsided at the time just prior to induction of the second renal injury.

### CD4^+^ T cells contribute to fibrosis-memory.

To analyze whether fibrosis-memory is mediated by CD4^+^ T cells, we performed RUUO of the right kidney from day 0 to 6, depleted CD4^+^ T cells on day 13 and 14 with an anti-CD4 antibody, and quantified development of fibrosis during a subsequent UUO of the left kidney from day 16 to 22. As control, an isotype control antibody was injected, resulting in no depletion of CD4^+^ T cells. Without depletion of CD4^+^ T cells, a strong fibrosis developed in the left kidney, as seen before. In contrast, depletion of CD4^+^ T cells markedly reduced development of fibrosis in the left kidney by 60% for collagen-1, by 46% for overall fibrosis, and by 20% for collagen-1 mRNA expression (Figure 2, A and B). To verify that depletion of CD4^+^ T cells was effective and persisted until day 22, we quantified leukocyte subpopulations in the spleen and left UUO kidney on day 22 (Figure 2C). Almost no CD4^+^ T cells were detectable in the spleens and UUO kidneys of anti-CD4 treated mice on day 22. Depletion of CD4^+^ T cells also reduced the infiltration of monocytes and neutrophils in the UUO kidney on day 22.

These data suggest that increased fibrosis and inflammation in a fibrosis-memory recall situation involves CD4^+^ T cells.

### Adoptive transfer of CD4^+^ T cells from fibrotic donor mice increases fibrosis in the recipients.

To further show that CD4^+^ T cells are essential for the fibrosis-memory effect, we adoptively transferred T cells from fibrotic donor mice into naive recipients and performed UUO in the recipients (schematic overview in Supplemental Figure 1B). Two fibrotic injuries (RUUO+UUO) were inflicted on the right kidney of the donors (RUUO from day –18 to –12 and UUO from day –7 to 0) to induce a strong fibrosis-memory. CD4^+^ and CD8^+^ T cells were purified from the spleens of the fibrotic donors and adoptively transferred into naive recipients (5 × 10^6^ cells / recipient) immediately after the UUO operation of the recipients. Fibrosis was quantified 7 days later. In the control group, splenic CD4^+^ and CD8^+^ T cells of naive nonfibrotic donors were adoptively transferred or no adoptive transfer of cells was performed. Our data show that adoptive transfer of CD4^+^ T cells from the fibrotic, but not from the naive, donors markedly aggravated development of fibrosis in the UUO kidneys of the recipients (Figure 3A). CD8^+^ T cells were unable to transfer fibrosis-memory. Fibrosis was quantified as before by collagen-1 immunofluorescence, trichrome staining, and col1a1 mRNA. Representative images are shown in Figure 3B.

Next, we addressed the question whether renal CD4^+^ T cells from fibrotic donors are more profibrotic than splenic CD4^+^ T cells. Fibrosis was induced in the donor mice, as described above. As we could only obtain low numbers of CD4^+^ T cells from fibrotic kidneys, we adoptively transferred 130,000 cells/recipient. In the control group, no cells were transferred. 130,000 CD4^+^ T cells from fibrotic kidneys markedly enhanced fibrosis in the recipients, while the identical number of splenic CD4^+^ T cells from the same fibrotic donors had no effect (Figure 3, C and D).

### Fibrosis-memory leads to a strong clonal expansion of CD4^+^ T cells in the kidney and expands IL-3–producing memory T cells in the spleen and kidney.

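TCR-β sequences were obtained from CD4+ T cells of the left UUO kidney and of the spleen of 3 mice, which gave 6 libraries. The right kidney underwent reversible unilateral ureteral obstruction (RUUO) from day 0 to day 6, the left kidney underwent UUO from day 17, and organs were taken on day 22. In 5′ RACE, a random tag (unique molecular identifier, UMI) is added to each mRNA molecule during reverse transcription, so that PCR copies of the same molecule are counted once. The authors assembled the reads into clones with MiXCR and deposited, for each library, the number of UMIs and the number of reads of each clone, without normalization. Coding clones, whose CDR3 has neither a stop codon nor a frameshift, held 773, 1248 and 693 UMIs in the kidneys of mice 1, 2 and 3 and 160179, 224811 and 97735 UMIs in their spleens. Non-coding clones made up 4.80% ± 0.710 (SD, n = 3) of the UMIs in the kidney and 4.73% ± 0.123 (SD, n = 3) in the spleen, and were left out. A clonotype was defined by the CDR3 nucleotide sequence, the V gene and the J gene. The kidney libraries held 483, 760 and 473 clonotypes and the spleen libraries 109838, 140429 and 78078. For comparisons at equal depth, UMIs were drawn at random without replacement to the 693 UMIs of the smallest library, and each value is the mean of 1000 draws. The organs were compared by an exact two-sided permutation test on log2 values, in which 3 libraries against 3 cannot give a p below 0.1.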

Having shown that CD4^+^ T cells mediate fibrosis-memory, we were interested in if there is a clonal expansion of CD4^+^ T cells in the UUO kidneys of mice with fibrosis-memory compared with the spleens of the same mice. 

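At 693 UMIs per library, the bias-corrected Chao1 estimate of the number of clonotypes was 1503 ± 370 (SD, n = 3) in the kidney and 91154 ± 17621 (SD, n = 3) in the spleen. The log2 ratio of kidney to spleen was -5.93 and every kidney lay below every spleen (exact permutation test, p = 0.1). The spleen estimate was imprecise at this depth, since 95% of the draws of the spleen of mouse 1 gave values between 29459 and 238396. The kidneys held 465 ± 16.7 (SD, n = 3) distinct clonotypes among the 693 UMIs and the spleens 690 ± 1.05 (SD, n = 3), a log2 ratio of -0.57 (exact permutation test, p = 0.1). Without drawing, Chao1 was 1721 ± 693 (SD, n = 3) in the kidney and 263131 ± 6978 (SD, n = 3) in the spleen (exact permutation test, p = 0.1). A draw of 693 UMIs with no repeated clonotype gives a Chao1 of 240471, the highest possible value, which was reached in 2.40%, 7.50% and 14.4% of the draws of the spleens of mice 1, 2 and 3. A cell can give several TCR-β mRNAs, and the alternative that moved Chao1 most therefore kept all UMIs of each drawn spleen clonotype together, and the log2 ratio of kidney to spleen was then 0.30 (exact permutation test, p = 0.4). This value is set by the construction, since such a draw scales the spleen Chao1 at full depth by the share of UMIs drawn, and is no measure of diversity at equal depth. For mouse 1, the scaled value was 1109 and the mean of the draws 1110.

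**Figure D1:**
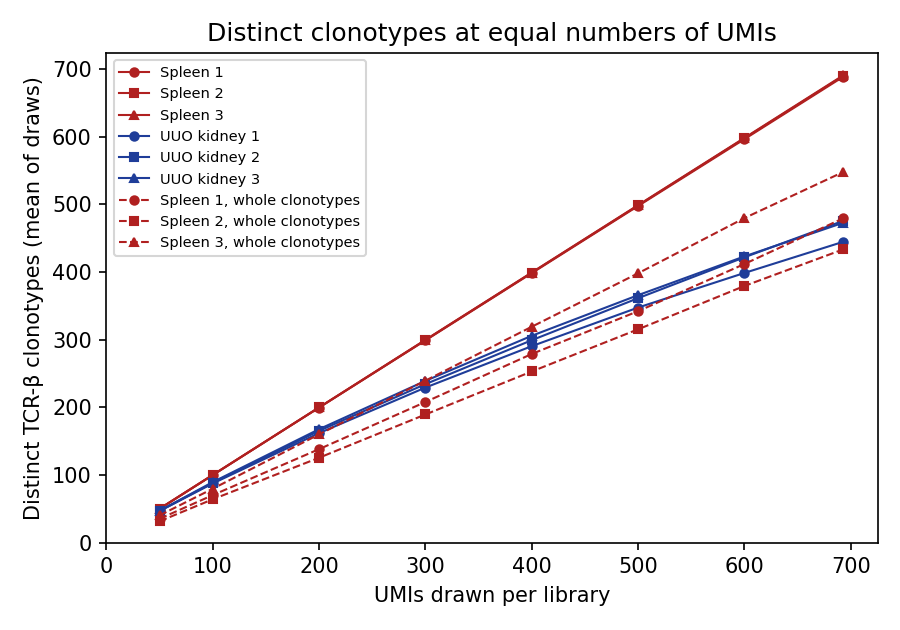
Mean number of distinct TCR-β clonotypes (vertical axis) against the number of UMIs drawn from each library (horizontal axis); solid lines show draws of single UMIs from kidneys (blue) and spleens (red), and dashed lines show spleens drawn by whole clonotypes. At 693 UMIs the spleens lie near 690 clonotypes when drawn by UMIs, while the kidneys and the spleens drawn by whole clonotypes overlap. The slope of the dashed lines is set by the mean UMIs per clonotype of each spleen library.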

Sequencing of the TCR-β chain showed that the clonal diversity of CD4^+^ T cells was much lower in the kidney than in the spleen (Figure 4A). In addition, TCR-β clonotypes of CD4^+^ T cells in the kidney of individual mice were to a large extent also present in the spleens of corresponding mice (Figure 4B). 

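Of the kidney clonotypes, 233 of 483 (48.2%) in mouse 1, 386 of 760 (50.8%) in mouse 2 and 205 of 473 (43.3%) in mouse 3 had at least 1 UMI in the spleen of the same mouse. The mean was 47.5% ± 3.79 (SD, n = 3). In the spleens of the other mice, between 3.82% and 8.28% of the kidney clonotypes were found. Among the 6 ways to assign the 3 spleens to the 3 kidneys, the true one gave the highest mean (exact permutation test, one-sided, p = 0.167, the smallest p it allows). Weighted by UMIs, 59.9% ± 6.17 (SD, n = 3) of the kidney UMIs belonged to clonotypes found in the spleen of the same mouse (exact permutation test, one-sided, p = 0.167). Kidney clonotypes with at least 3 UMIs were found there in 85.4% ± 5.07 (SD, n = 3) of cases and those with 1 UMI in 41.7% ± 3.26 (SD, n = 3). The overlap depends on the depth of the spleen libraries. With the spleens drawn to 693 UMIs, 1.84% of the kidney clonotypes were found in the spleen of the same mouse.

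**Figure D2:**
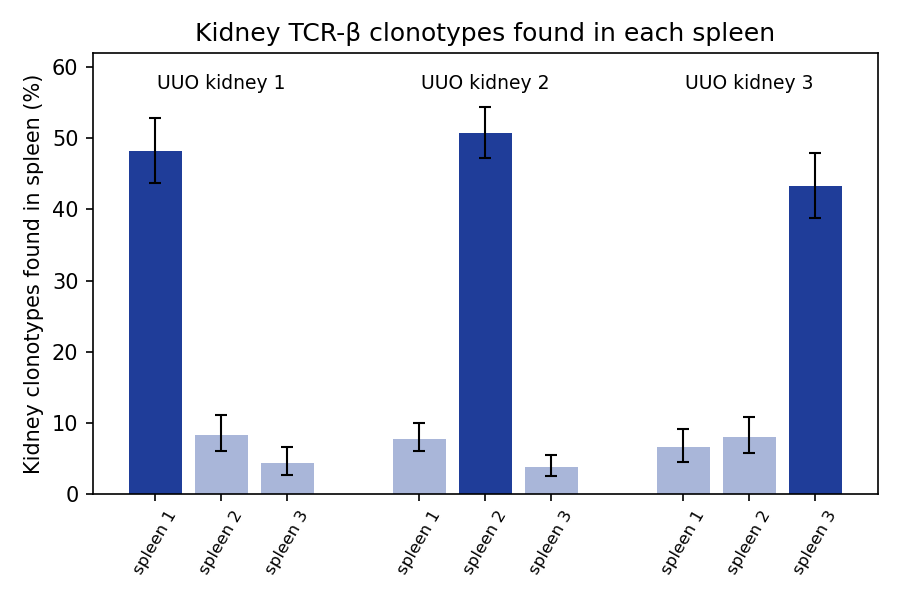
Percent of the clonotypes of each kidney (vertical axis) found in each of the 3 spleens (horizontal axis), with dark bars for the spleen of the same mouse, light bars for the other spleens, and error bars for exact (Clopper-Pearson) 95% intervals, which cover counting error only. The dark bars lie between 43.3% and 50.8%, all above the light bars.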

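The 10 largest clonotypes held 15.0% ± 1.49 (SD, n = 3) of the UMIs in the kidney and 1.86% ± 0.152 (SD, n = 3) in the spleen at 693 UMIs per library, a log2 ratio of 3.01 (exact permutation test, p = 0.1). With the spleens drawn by whole clonotypes, their share in the spleen was 9.31% ± 2.16 (SD, n = 3) and the log2 ratio was 0.71 (exact permutation test, p = 0.1). At full depth, the mean number of UMIs per clonotype was 1.57 ± 0.0925 (SD, n = 3) in the kidney and 1.44 ± 0.176 (SD, n = 3) in the spleen (exact permutation test, p = 0.3). Within mice it was higher in the kidney in 3 of 3, by 0.04 to 0.23 on the log2 scale (exact sign-flip permutation test, p = 0.25, the smallest p that 3 pairs allow). Clonotypes with 1 UMI made up 75.8% ± 1.89 (SD, n = 3) of kidney and 73.1% ± 8.50 (SD, n = 3) of spleen clonotypes (exact permutation test, p = 0.7). Clonotypes with at least 10 UMIs made up 0.994% ± 0.496 (SD, n = 3) in the kidney and 0.211% ± 0.118 (SD, n = 3) in the spleen, with every kidney above every spleen (exact permutation test, p = 0.1). The kidney of mouse 3 had only 2 such clonotypes (0.423%), against 0.302% in the spleen of mouse 2, so the separation rests on few clonotypes. Among the spleens this share was higher in larger libraries, from 0.0781% with 97735 UMIs to 0.302% with 224811. In mouse 1, the kidney clonotypes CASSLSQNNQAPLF (Trbv26) and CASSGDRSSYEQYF (Trbv15) had 20 UMIs each and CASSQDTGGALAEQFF (Trbv5) had 17. In mouse 2, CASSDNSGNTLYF (Trbv15) had 40 kidney UMIs, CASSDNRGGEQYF (Trbv13-3) had 28 and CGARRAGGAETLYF (Trbv20) had 24. These clonotypes also ranked between 5 and 11 by UMIs in the spleen of their mouse. In mouse 3, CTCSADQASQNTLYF (Trbv1) had 33 UMIs, 4.76% of the kidney library (exact 95% interval 3.30% to 6.62%), and 4 UMIs in the spleen, and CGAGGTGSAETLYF (Trbv20) had 12 and 30. The next place in mouse 3 was shared by clonotypes with 7 UMIs each. No clonotype was found in all 3 kidneys. Of 164 kidney clonotypes with at least 3 UMIs, 163 had a higher share in the kidney than in the spleen of the same mouse at an adjusted p under 0.05 (Fisher's exact test with Benjamini-Hochberg adjustment, which compares 2 libraries and not the organs). The minimum of 3 UMIs in libraries of this size itself selects a share far above that of most spleen clonotypes. The test and the exact interval above also treat UMIs as independent. Several UMIs can come from the same cell, so the p-values may be too small and the interval too narrow. The paper reasons from the lower diversity in the kidney together with the overlap with the spleen.

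**Figure D3:**
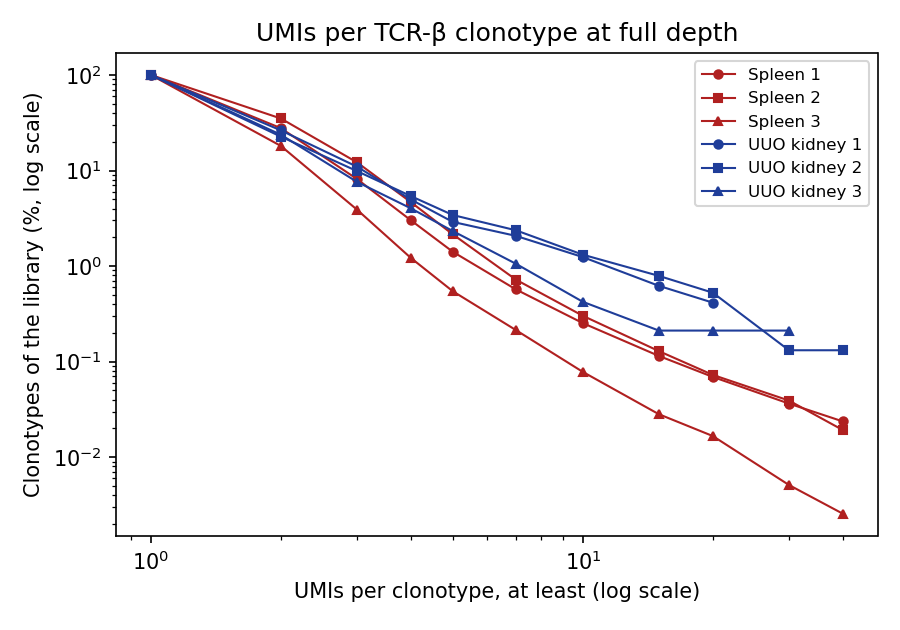
Percent of the clonotypes of each library (vertical axis, log scale) that have at least the number of UMIs on the horizontal axis (log scale), at full depth, for 3 kidneys (blue) and 3 spleens (red). Kidneys and spleens overlap up to 4 UMIs, and at 5 UMIs the kidneys (2.33% to 3.42%) all lie above the spleens (0.546% to 2.15%).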

Overall, this indicates a strong oligoclonal expansion of CD4^+^ T cells in the fibrotic kidney, arguing for an autoreactivity of the infiltrating T cells against damaged/fibrotic renal tissue. To gain more insight into the phenotype of CD4^+^ T cells of fibrotic mice, we analyzed CD4^+^ T cells from the spleens and fibrotic kidneys of mice with RUUO+UUO, both performed on the right kidney. Naive mice without fibrosis served as controls. On day 18, naive and memory CD4^+^ T cells were identified by flow cytometry using CD62L as marker for naive (CD62L^+^) and memory (CD62L^–^) T cells (gating in Supplemental Figure 5A). In the fibrotic kidneys, about 60% of all CD4^+^ T cells had a memory phenotype, which was significantly higher than in the spleen, indicating that activated CD4^+^ T cells predominantly accumulate in the kidney (Figure 4C). Kidneys of naive mice contained very low numbers of T cells and were not included in this analysis.

In models of auto- and alloimmunity IL-3 was shown to play a major role for development of fibrosis (17–19). IL-3 is almost exclusively produced by T cells and thus, appeared as potential effector molecule to mediate T cell–dependent fibrosis-memory. We therefore analyzed the cytokine profile of CD4^+^ T cells in the spleens and UUO kidneys of mice with fibrosis-memory by intracellular cytokine staining (Figure 4D and Supplemental Figure 5, B and C). In the spleen, less than 2% of the CD4^+^ T cells expressed IL-3, while in the UUO kidney almost 30 % of the T cells expressed IL-3. There was also some enrichment of IFN-**γ–**, GM-CSF–, and IL-17–expressing CD4^+^ T cells in the UUO kidney, while IL-2–expressing T cells were less frequent in the kidney. We also analyzed which other cytokines were coexpressed by IL-3^+^CD4^+^ T cells. In the spleen, about 50% of the IL-3^+^ T cells coexpressed IL-2; however, in the kidney this coexpression was only 13%. IFN-**γ** and GM-CSF are only coexpressed by a minority of IL-3^+^ CD4^+^ T cells in both organs. Thus, IL-3^+^CD4^+^ T cells strongly accumulate in the kidneys of mice with fibrosis-memory. We also measured IL-3 mRNA expression in renal and splenic CD4^+^ T cells from fibrotic mice (RUUO+UUO). Consistent with intracellular cytokine staining, IL-3 mRNA expression was strongly upregulated in CD4^+^ T cells from fibrotic kidneys (Figure 4E). To quantify IL-3 expression in naive and memory CD4^+^ T cells, we purified these cells from the spleens of fibrotic (RUUO+UUO) or naive mice, induced cytokine expression with PMA/ionomycin, and quantified IL-3 mRNA expression by RT-PCR. We could not use flow cytometry because PMA/ionomycin interfered with detection of CD62L and other memory markers. Memory CD4^+^ T cells expressed higher IL-3-mRNA levels than naive CD4^+^ T cells, and IL-3 mRNA levels were further upregulated in memory CD4^+^ T cells of fibrotic mice (Figure 4F). Also on the protein level, CD62L^–^ memory CD4^+^ T cells from the spleens of RUUO+UUO mice secreted much more IL-3 than CD62L^+^ naive CD4^+^ T cells or total CD4^+^ T cells upon activation with anti-CD3 (Figure 4G). Increased IL-3 expression was also detectable in activated peripheral blood T cells of RUUO+UUO mice compared with naive mice (Figure 4H).

To investigate whether there is a preferential migration of certain CD4^+^ T cell subsets into the UUO kidney and to better understand the in vivo distribution of CD4^+^ T cells after adoptive transfer into mice with UUO, we adoptively transferred CD4^+^ splenic T cells labeled with carboxyfluorescein succinimidyl ester (CFSE) from fibrotic donor mice with RUUO+UUO into recipients with UUO. We have shown that adoptive transfer of such cells aggravated renal fibrosis in recipients with UUO (see Figure 3). CFSE-labeled cells were intravenously injected into recipients 3 days after UUO operation. Two days after injection, CFSE-labeled cells were quantified in the UUO kidney, the nonoperated contralateral kidney, blood, spleen, liver, and lung (Figure 4I). As the absolute numbers of CD4^+^ T cells are very different in the various organs, CFSE^+^ T cells were correlated to the endogenous (CFSE^–^) T cells present in each organ. CD4^+^ TRM T cells preferentially migrated into the UUO kidney and much less to other sites. In contrast, CFSE^+^ naive CD4^+^ T cells were preferentially found in the blood, spleen and lung.

### Adoptive transfer of memory CD4^+^ T cells from fibrotic donor mice increases fibrosis in recipients.

To show that memory but not naive CD4^+^ T cells mediate fibrosis-memory, we purified CD62L^+^ or CD62L^–^ CD4^+^ T cells from the spleens of fibrotic donor mice (RUUO+UUO) (Supplemental Figure 5D), adoptively transferred the cells into naive recipients, and performed UUO in the recipients immediately before the T cell transfer. In the control group, no cells were transferred. Quantification of fibrosis in the recipient’s UUO kidneys revealed that the adoptive transfer of memory CD4^+^ T cells but not naive CD4^+^ T cells from fibrotic donor mice significantly enhanced fibrosis as shown by collagen-1 deposition, overall fibrosis, and col1a1 mRNA expression (Figure 5, A and B). Recipient UUO kidneys were shredded, and IL-3 was quantified in the cell supernatant by ELISA. IL-3 protein levels were significantly increased after adoptive transfer of memory but not naive CD4^+^ T cells from fibrotic donors (Figure 5C). The adoptive transfer of memory CD4^+^ T cells from fibrotic donors also increased the leukocyte infiltration in the recipient’s UUO kidney with more CD4^+^ T cells, a higher percentage of memory CD4^+^ T cells, more neutrophils, and, nonsignificantly, more monocytes (Figure 5D), similar to what we have observed previously in the RUUO+UUO model (Figure 1D). To find out if fibrosis-memory is a shared characteristic of memory CD4^+^ T cells in general or only of memory CD4^+^ T cells from fibrotic donors, we isolated CD62L^–^CD4^+^ memory T cells from the spleens of naive donor mice without fibrosis, adoptively transferred 4 × 10^6^ of these cells into naive recipients, and performed UUO in the recipients immediately before the T cell transfer (Figure 5E). In the control group, we used a group without T cell transfer. No enhancement of fibrosis was seen in the recipients of memory CD4^+^ T cells from donors without fibrosis, indicating that fibrosis-memory only develops in memory CD4^+^ T cells under fibrotic conditions.

### Enhancement of fibrosis in fibrosis-memory situations depends on IL-3.

In order to study the contribution of IL-3 for aggravation of fibrosis in fibrosis-memory situations we blocked IL-3 with an antibody and used IL-3–deficient mice.

In the RUUO+UUO model, RUUO was performed on the right kidney from day 0 to 6 followed by UUO of the left kidney from day 16 to 22. A blocking IL-3 antibody or an isotype control antibody was injected daily from day 15 to 21. Analysis of the left UUO kidney on day 22 revealed that blockade of IL-3 during the second injury (recall period) markedly reduced development of fibrosis, as shown by collagen-1 deposition, overall fibrosis, and col1a1 mRNA expression (Figure 6A). In contrast, blockade of IFN-**γ** or GM-CSF during the second injury did not reduce development of fibrosis (Supplemental Figure 6A).

We also performed the same experiment with IL-3–deficient mice (Figure 6B). RUUO was performed on the right kidney of WT or IL-3–deficient mice from day 0 to 6 (first injury), followed by an UUO of the left kidney from day 16 to 22 (second injury). In one group of mice, the first injury was omitted and only the UUO of the left kidney was performed. Quantification of fibrosis in the left UUO kidney of WT and IL-3–KO mice revealed that development of fibrosis during the second insult was aggravated only in WT mice but not in IL-3–KO mice. Furthermore, deficiency of IL-3 reduced development of fibrosis only in a memory situation with a preceding fibrotic event, but not during the first insult, consisting of a 6-day UUO without a preceding fibrotic event.

### Adoptive transfer of fibrosis-memory is dependent on IL-3–producing CD4^+^ T cells.

To further show the contribution of IL-3 for aggravation of fibrosis in a fibrosis-memory situation, we studied the role of IL-3 in the adoptive transfer model (Figure 6C). CD4^+^ T cells were isolated from the spleens or fibrotic kidneys of mice with RUUO+UUO. 4 × 10^6^ splenic memory CD4^+^ T cells or 67,000 renal CD4^+^ T cells were adoptively transferred to naive recipients, and UUO was performed in the recipients immediately before adoptive cell transfer on day 0. In one group, no adoptive cell transfer was performed. In the recipients, IL-3 was blocked with a monoclonal antibody injected daily from day 0 to 6, and recipient UUO kidneys were analyzed on day 7. In the absence of anti–IL-3 adoptive transfer of splenic memory CD4^+^ T cells and renal CD4^+^ T cells markedly enhanced development of fibrosis in the recipients. In contrast, blockade of IL-3 completely abrogated the enhancement of fibrosis in the recipients (Figure 6C). In mice without adoptive transfer of T cells blockade of IL-3 had smaller antifibrotic effects. Consistent results were obtained with three different methods to quantify fibrosis.

To demonstrate that IL-3 derived from CD4^+^ T cells is essential for aggravation of fibrosis in a fibrosis-memory situation, we used WT and IL-3–deficient mice as donors of CD4^+^ T cells (Figure 6D). In the donors, fibrosis was induced with RUUO and UUO (RUUO+UUO) as described above. Adoptive transfer of splenic memory CD4^+^ T cells and renal CD4^+^ T cells from WT donors markedly aggravated development of fibrosis in the recipient UUO kidneys. Mice without transfer of T cells served as controls. In contrast, adoptive transfer of IL-3–deficient splenic or renal CD4^+^ T cells from fibrotic donors did not aggravate development of fibrosis in the recipient’s UUO kidneys (Figure 6D).

In summary, these data show that IL-3 released from memory CD4^+^ T cells is an essential factor for aggravation of fibrosis in a fibrosis-memory situation.

### Macrophages but not basophils or monocytes are potential profibrotic mediators of IL-3.

A recent publication showed that basophils contribute to fibrosis in the UUO model (20). As basophils strongly react to IL-3, they could be a potential link between IL-3 and fibrosis in the RUUO+UUO fibrosis-memory model. RUUO was performed from day 0 to 6 followed by UUO from day 16 to 22. Basophils were or were not depleted with the antibody MAR-1 from day 12 to 22. Despite complete depletion of basophils from the spleen and UUO kidney, there was no effect of basophil depletion on development of fibrosis in the UUO kidney on day 22 (Supplemental Figure 6, B and C). In addition, monocytes have been associated with development of fibrosis (21–25). Thus, we depleted CCR2^+^ monocytes with the well-established antibody MC-21 from day 16 to 22. Complete depletion of monocytes from the peripheral blood and the UUO kidney had no effect on development of fibrosis in the UUO kidney on day 22 (Supplemental Figure 7), consistent with the observation that Ly6C^+^ monocytes did not express IL-3R in the UUO kidney (Supplemental Figure 8A). Apart from infiltrating classical monocytes, the kidney also contains various subsets of interstitial macrophages. We thus performed flow cytometry on single-cell suspensions of UUO kidneys to study the expression of the IL-3 receptor (IL-3R) CD123. We found a high expression of CD123 on CD206^+^ F4/80-high macrophages, which are strongly associated with development of fibrosis in the UUO model (26, 27) (Supplemental Figure 8, A and B). Thus, IL-3R–expressing CD206^+^ macrophages could be potential downstream mediators of IL-3–dependent fibrosis.

### T cell–dependent expression of IL-3 is increased in patients with SSc.

In order to translate the data to humans, we analyzed IL-3 expression in patients with SSc, a fibrotic disease with limited therapeutic options. Patient characteristics are shown in Table 1. SSc always manifests at the skin but can also involve internal organs. IL-3 expression was quantified in the supernatant of PBMCs cultured with anti-CD3 for 3 days to induce T cell activation and to stimulate the release of IL-3. Patients with SSc (*n* = 37) showed a significantly higher IL-3 expression than individuals acting as healthy controls (*n* = 37) (Figure 7A). Patients with SSc were also stratified according to disease duration below or above 1 year and according to mere skin involvement or additional organ fibrosis. Remarkably, a much higher level of IL-3 expression was found in patients with disease duration above 1 year (Figure 7, B and C), suggesting that fibrosis-memory has built up after prolonged disease duration. Spreading of fibrosis to one or more internal organs was also associated with a higher IL-3 expression.

## Discussion

Our data provide evidence for the generation of fibrosis-memory in a model of renal fibrosis and show that fibrosis-memory is a relevant enhancer of fibrosis during a second renal injury. Fibrosis-memory was dependent on IL-3–producing memory CD4^+^ T cells. IL-3–expressing CD4^+^ T cells and tissue-resident memory T cells were strongly enriched in the fibrotic kidney after a second insult compared with the spleen along with a strong clonal expansion of CD4^+^ T cells in the fibrotic kidney. Expansion and activation of IL-3–expressing memory T cells in the kidney was most likely triggered by release of autoantigens and retroviral elements from damaged renal cells (28). Damage-associated autoantigens might be kidney-specific, resulting in a kidney-specific fibrosis-memory or damage-memory. Alternatively, these autoantigens might be more universal and could activate T cells also in other tissues upon cell damage. We have not tested whether renal fibrosis or adoptive transfer of IL-3–expressing memory T cells from fibrotic donors enhance development of fibrosis in other damaged organs like liver or lung. However, we found that renal fibrosis-memory did not spread to the undamaged liver or lung and did not induce CD4^+^ T cell migration to these organs, consistent with our observation that transferred CD4^+^ memory T cells from fibrotic donors preferentially migrated into the damaged UUO kidneys and much less to other sites without damage.

IL-3 has been recognized as a profibrotic molecule in models of chronic autoimmunity and allograft rejection, such as MLR-lpr lupus nephritis (19), autoimmune myocarditis (17), and chronic heart transplant rejection (18). In all of these rather chronic models, fibrosis was quantified only after several weeks, when fibrosis-memory had time to build up and contribute to fibrosis. Experiments with IL-3–KO mice showed that IL-3 has no role for development of fibrosis during the first profibrotic damage to the kidney (Figure 6B, blue bars), while a neutralizing anti–IL-3 antibody reduced development of fibrosis also during the first damage (Figure 6C, gray bars). Developmental effects and compensatory mechanisms in global IL-3 KO mice may explain this discrepancy. Adoptive transfer of CD4^+^ T cells together with blockade of IL-3 in the recipients (Figure 6C) as well as blockade of IL-3 during the second insult (Figure 6B) clearly showed that T cell–derived IL-3 is an essential effector molecule of fibrosis-memory.

Although IL-3 is mainly expressed by T cells (29), some IL-3 expression has also been found by B cells and basophils and locally in the brain by astrocytes and possibly neurons and microglia (30–34). Our data show that IL-3 derived from memory T cells largely explains the phenomenon of fibrosis-memory in the RUUO+UUO model.

Downstream effects of IL-3 are rather restricted, as the IL-3R CD123 is expressed only by small subsets of cells. Basophils strongly express the IL-3R (35) and have been linked to development of fibrosis in models of allograft fibrosis, renal fibrosis (UUO), and myocardial infarction (20, 36, 37). However, in our fibrosis-memory model, we found only very few basophils in the kidney and no role of basophils for development of fibrosis. Apart from basophils, human but not mouse pDCs strongly express IL-3R (38). Numerous publications have shown an important role of pDCs for development of fibrosis, considering CXCL4 as a main profibrotic mediator of pDCs (39–42). IL-3R is also expressed on nonclassical CD16^+^ human monocytes and can be upregulated on classical monocytes by various cytokines (43). Monocytes are well known to be involved in development of fibrosis and wound healing (21–25) and may also directly contribute to production of collagen-1 (12, 44–46). In addition, it was suggested that they are involved in IL-3–dependent myocardial fibrosis (17). However, depletion of CCR2^+^Ly6C^+^ classical monocytes did not reduce fibrosis in the RUUO+UUO model. In contrast, we found strong IL-3R expression on F4/80-high macrophages that are strongly associated with development of fibrosis in the UUO model (26, 27). Thus, IL-3R^+^ macrophages appear as possible downstream mediators of IL-3–dependent fibrosis.

We observed that fibrosis-memory established either by a preceding fibrotic event or by adoptive transfer of memory CD4^+^ T cells from fibrotic donors was associated with an enhanced leukocyte infiltration in the damaged kidney. It is known that human and murine endothelial cells express IL-3R and, upon exposure to IL-3, upregulate the adhesion molecules E- and P- selectin (CD62E and CD62P) (47–49). Transendothelial migration of leukocytes into inflamed CNS tissue was shown to be strongly dependent on IL-3 (50). Thus, IL-3 released by profibrotic memory T cells might also contribute to the enhanced inflammation observed during fibrosis-memory. Most likely, multiple different IL-3R^+^ cells contribute to IL-3–mediated enhanced fibrosis and inflammation, with none of them having a dominant, nonredundant role.

We found that renal CD4^+^ T cells are more effective in transferring fibrosis-memory than splenic T cells and that the percentage of memory CD4^+^ T cells and their expression of IL-3 were much higher in renal compared with splenic T cells. However, profibrotic memory T cells are also present in the spleen, as adoptive transfer of fibrosis-memory was possible with larger numbers splenic CD4^+^ T cells. Indeed, CD4^+^ T cells with a tissue-resident memory phenotype (CD62L^–^CD69^+^) were increased in the spleens of mice with fibrosis-memory, suggesting that there is some exchange of profibrotic memory T cells between kidney and spleen. It seems that renal CD4^+^ TRMs can migrate into the spleen after damage-induced activation in the UUO kidney (Figure 1E). Adoptive transfer experiments suggest that CD4^+^ TRMs reach the contralateral kidney, if damage is induced there (Figure 4I, right), although it cannot be fully excluded that the CD4^+^ T cells change their phenotype after adoptive transfer. The first fibrotic insult in one kidney does not increase the number of CD4^+^ T cells in the undamaged contralateral kidney compared with kidneys from completely naive mice (Supplemental Figure 4B, left), indicating that there is little migration of CD4^+^ T cells from a damaged kidney into the undamaged contralateral kidney. There was only some increase of monocytes in the undamaged contralateral kidney; however, depletion of monocytes did not interfere with aggravation of fibrosis during a second insult (Supplemental Figure 7), arguing against a role of monocytes in a fibrosis-memory situation.

Analysis of patients with SSc revealed a marked upregulation of IL-3 expression after prolonged disease duration and after spreading of fibrosis to several organs, suggesting that fibrosis-memory has built up over time and may contribute to the progression of fibrosis from a localized to a systemic stage. Our data show that CD4^+^ memory T cells enhance fibrosis in memory situations; however, inhibition of memory T cells by conventional immunosuppressive drugs is known to be difficult in clinical settings, as conventional drugs like calcineurin-inhibitors or costimulation blockers mainly act on naive and less on memory T cells. Blockade of IL-3 derived from memory T cells could be a specific and effective approach to interfere with fibrosis-memory and might overcome current limitations in inhibiting memory T cells. Overall, our functional studies in mice and translational findings in patients suggest that blockade of IL-3 might be a promising strategy to interfere with deleterious effects of fibrosis-memory and to treat chronic progressive fibrotic diseases.

## Methods

### Sex as a biological variable.

For the human study, both sexes were involved without selection. All animal experiments were performed with female mice at an age of 10–14 weeks to reduce heterogeneity within groups.

### Mice.

All mice were bred and housed under specific pathogen–free conditions in the animal facility of the University Hospital Regensburg. Food and water were provided ad libitum. WT C57BL/6 mice were purchased from Janvier Labs. IL-3–deficient mice (C.129S2(B6)-Il3<tm1Glli>/Rbrc) (51) on a C57BL/6 background were obtained as described previously (50).

### Murine model of renal fibrosis.

Mice were anesthetized by intraperitoneally injection of medetomidine (0.5 mg/kg), midazolam (5 mg/kg), and fentanyl (0.05 mg/kg). Anesthesia was reversed by s.c. administration of atipamezole (2.5 mg/kg), flumazenil (0.5 mg/kg), and naloxone (1.2 mg/kg). Tramadol (0.1 mg/mL) in drinking water was started immediately after surgery and continued for 2 days postoperatively. In addition, the animals were treated with 200 mg/kg paracetamol s.c. and 25 mg/kg tramadol s.c. immediately before surgery. No antibiotics were given to the mice.

To achieve UUO, the right ureter was ligated through a low midline abdominal incision on day 0. On day 7 after UUO, kidneys were harvested and analyzed. RUUO was performed as previously described (12). To ensure reversibility, a displaceable clip (Fine Science Tools) was used. This clip was placed on the right ureter on day 0, shifted in position on days 2 and 4 to avoid strictures, and removed on day 6. For controls, sham surgery was performed without placing a clip. Mice underwent RUUO of the right kidney from day 0 to 6, followed by UUO of the left kidney from day 16 to 22. Prior to UUO of the left kidney, specific immune cells or cytokines were depleted by intraperitoneal injections of antibodies. Equivalent amounts of isotype control antibodies were used as control. CD4^+^ T cells were depleted with 1 mg anti-CD4 antibody (clone GK1.5, BioXCell) on day 13 and 0.5 mg GK1.5 on day 14. Control mice received rat IgG2b (clone LTF-2, BioXCell). Basophils were depleted with 10 μg anti-FcεR1α antibody (clone MAR-1, eBiosciences) from day 12 to 14. Control mice received Syrian Hamster IgG (RRID AB_2337026, Jackson ImmunoResearch Europe). Monocytes were depleted with 75 μg anti-CCR2 antibody (clone MC-21) from day 16 to 21 (46). Control mice received rat IgG2b isotype control antibody (clone LTF-2, BioXCell). Complete depletion of the respective cell types was maintained until the end of the experiment on day 22. To block IL-3, mice received daily intraperitoneal injection of 75 μg anti–IL-3 (clone MP2-8F8, BioXCell) from day 15 to day 21. Control mice received rat IgG1 isotype antibody (clone HRPN, BioXCell). For GM-CSF blockade, mice received 200 μg anti-GM-CSF (clone MP1-22E9, BioLegend); for IFN-**γ** blockade, mice received 200 μg anti–IFN-**γ** (clone XMG1.2, BioLegend) on days 15, 17, 19 and 21. Control mice received rat IgG2a isotype control antibody (clone RTK2758, BioLegend).

### Isolation of T cells, adoptive cell transfer, and culture of T cells.

Donor mice were either naive or underwent RUUO of the right kidney from day –18 to –12, followed by UUO of the same kidney from day –7 to 0 (RUUO+UUO). T cells were isolated from the spleens of nonoperated donor mice and spleens or kidneys of operated donor mice on day 0. Splenic CD4^+^ or CD8^+^ T cells were isolated with CD4 or CD8 microbeads (Miltenyi). For isolation of splenic CD62L^+^CD4^+^ and CD62L^–^CD4^+^ T cells, the CD4^+^ T cells were first isolated with a CD4^+^ T cell negative isolation kit (Miltenyi) and subsequently separated with CD62L microbeads (Miltenyi). CD4^+^ T cells were isolated from the kidneys of RUUO+UUO donor mice in two steps: first with a CD4^+^ T cell negative isolation kit (Miltenyi) and then with CD4 (L3T4) microbeads (Miltenyi). Separation of CD62L^+^ or CD62L^–^CD4^+^ T cells from the kidney was not feasible due to the low yield of cells. All isolations were performed according to the manufacturer’s protocol (Miltenyi Biotech). The purity of all cell populations was between 93% and 99%, as verified by flow cytometry, and the viability of the transferred cells was above 90% by trypan blue staining. Cell numbers of adoptively transferred cells relate to the number of viable cells. Adoptive transfer of cells was performed in RPMI-1640 medium by intravenous administration into recipients on day 0, and UUO was performed on the right kidney immediately before adoptive cell transfer. Analysis of recipient UUO kidneys was performed on day 7. Total, CD62L^+^, or CD62L^–^ CD4^+^ T cells from RUUO+UUO mice were cultured for 2 days in 96 wells coated with anti-CD3 antibodies (100,000 cells/well in 200 μL RPMI-1640 with 10% FCS, 1% penicillin/streptomycin, 2 mM L-pyruvat, 50 μM b-mercaptoethanol and 20 ng/mL mouse IL-2, Peprotech). Plates were coated with 5 μg/mL anti-CD3 at 37°C for 3 hours (clone 145-2C11, Biolegend) and subsequently washed two times with PBS.

### Cell staining and flow cytometry.

To prepare single-cell suspensions of spleen and kidney tissue, mice were sacrificed with carbon dioxide and transcardially perfused with 20 mL NaCl 0.9%. Spleens and kidneys were cut into small pieces and pressed through a 70 μm mesh followed by a 40 μm cell strainer. For staining of macrophages, UUO kidneys were cut into small pieces and digested with 1 mg/mL collagenase (Sigma-Aldrich, C0130) in 5 mL HANKs buffer (Sigma-Aldrich, H8265) for 30 minutes and pressed through a 70 μm mesh followed by a 40 μm cell strainer. Cells were stained for 20 minutes with a combination of directly labeled antibodies: anti-CD45-V500 (clone 30-F11), anti-CD4-PE-Cy5 (clone RM4-5), anti-CD11b-FITC (clone M1/70) purchased from BD Biosciences; anti-CD4-APC (clone RM4-4), anti-CD4-PerCp (clone RM4-5), anti-CD8a-APC-Cy7 (clone 53-6.7), anti-Ly6G-Pacificblue (clone 1A8), anti-Ly6C-PE-Cy7 (clone HK1.4), anti-CD44-APC-Cy7 (clone IM7), anti-CD62L-APC (MEL-14), anti-CD69-Pacificblue (clone H1.2F3), anti-CD123-PE (clone 5B11), anti-CD206-PE (clone C068C2), F4/80-APC (clone BM8), anti-MHCII-APC-Cy7 (clone M5/114.15.2), anti-LAG3-PE-Cy7 (clone C9B7W), anti-TIM3-PE (clone RMT3-23) purchased from BioLegend; anti-FoxP3-PE (clone FJK-16s) purchased from Thermofisher/eBioscience. Red blood cells were lysed with FACS-lysing solution (BD Biosciences), and samples were acquired on a FACSCanto-II (BD Biosciences) and analyzed with FACSDiva software. Cell debris and dead cells were excluded by their light scatter properties, and leukocyte subsets were identified by light scatter properties and surface marker expression. The number of cells was quantified with counting beads (Invitrogen). For intracellular staining of IL-3, splenocytes and renal cells were activated with PMA (10 ng/mL), ionomycin (1 μg/mL), and brefeldin A (5 μg/mL) for 3 hours. After staining with anti-CD45-AmCyan (clone 30-F11) and anti-CD4-PerCp-Cy5.5 (clone RM4-5), cells were treated with Fix-Perm and Perm-Wash solutions (BD Biosciences) and stained intracellularly with anti-IFN-**γ**-FITC (clone XMG1.2), anti–IL-3-PE (clone MP2-8F8), anti–IL-2-PE-Cy7 (clone JES6-5h4), anti-GM-CSF-BV421 (clone MP1-22E9), and anti–IL-17 (clone 17B7).

### Quantification of cytokines and cell culture.

IL-3 was quantified in the supernatant of shredded renal tissue and in cell culture supernatant using an ELISA. To obtain the supernatant of shredded renal tissue, 1 kidney was cut into small pieces and pressed through a 70 μm mesh in a total volume of 500 μL PBS containing 1% BSA. The suspension was centrifuged at 10,621 × *g* for 10 minutes, and the supernatant was recovered for ELISA. For cell culture, splenic CD4^+^ T cells and CD62L^+^CD4^+^ and CD62L^–^CD4^+^ T cells were isolated as described above. PBMCs were prepared by Ficoll-Paque density gradient centrifugation from EDTA-anticoagulated fresh blood samples. Splenic cells were stimulated for 2 days, and PBMCs were stimulated for 3 days with anti-CD3 antibody (2 μg/mL, clone 145-2C11). The IL-3 concentration was measured in the supernatant by ELISA according to the manufacturer’s protocol (R&D Systems, DY403).

### RNA isolation and real-time PCR.

Total RNA was isolated from renal tissue with the NucleoSpin RNA Plus Kit (Macherey-Nagel). To obtain RNA from purified T cells, the cells were first activated with PMA (10 ng/mL), ionomycin (1 μg/mL), and brefeldin A (5 μg/mL) for 3 hours, and RNA was isolated with the NucleoSpin RNA Plus XS Kit (Macherey-Nagel). RNA was quantified by a NanoDrop spectrophotometer. Reverse transcription was performed using the Omniscript RT kit (Quiagen). Quantitative real-time PCR was performed with 2 ng reversely transcribed RNA using the QuantiTect SYBRGreen PCR Kit (Qiagen GmbH) and the ViiA7 detection system (Life Technologies). The following primers for RT-PCR were synthesized by Eurofins MWG Operon: col1a1 spanning exons 1 and 2 (forward primer: 5′-TGTTCAGCTTTGTGGACCTC-3′; reverse primer: 5′-TCAAGCATACCTCGGGTTTC-3′), reference gene b-actin (forward primer: 5′-ACCCGCGAGCACAGCTTCTTTG-3′; reverse primer: 5′-ACATGCCGGAGCCGTTGTCGAC-3′), IL-3 (forward primer: 5′-CCTGCCTACATCTGCGAATGAC-3′; reverse primer: 5′-GGGCCATGAGGAACATTCAGAC-3′) reference gene GAPDH (forward primer: 5′-GTCGTGGATCTGACGTGCC-3′; reverse primer: 5′-GATGCCTGCTTCACCACCTT-3′). Fold changes in the relative gene expression levels were determined using the 2-^Δcycle^ ^threshold^ method.

### TCR clonotype analysis.

Total RNA from FACS-sorted CD4^+^ T cell populations was used for 5′ RACE PCR of the TCR-β chain. For cDNA generation, we introduced a template-switching oligonucleotide (TSO; Bio-GGGCUCGGAGAUGUGUAUAAGAGACAGUNNNNUNNNNUNNNNUrGrGrG) that included a unique molecular identifier (UMI). Following reverse transcription, excess TSO was digested using Uracil-DNA Glycosylase (UDG) (New England Biolabs). PCR was performed using the Advantage 2 PCR Kit (Takara) for 20 cycles along with primers specific for the constant region of the Trbc locus (GAAGCCCCTGGCCAAGCACACGAG) as well as a universal forward primer specific for the TSO sequence (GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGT). The PCR products were purified with AMPure XP beads (Beckman Coulter), and reactions were split into technical replicates for the successive extension PCR (15 cycles) using the Advantage 2 PCR Kit (Takara) and TSO (GTCTCGTGGGCTCGGAGATGTG) and another Tcrb-specific primer (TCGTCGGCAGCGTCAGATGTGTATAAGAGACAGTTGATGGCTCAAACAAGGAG). Barcoding was performed in a third PCR using IDT for Illumina DNA/RNA UD Indexes (10 cycles). Libraries were purified using AMPure XP beads (Beckman Coulter), concentrations were measured with the Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific), and fragment size profiles were assessed using the High Sensitivity D1000 or D5000 ScreenTape Assay (Agilent). Sequencing (paired-end 300 bp) was performed on the Illumina NextSeq 2000 system. UMI-barcoded and paired TCR-sequencing reads were processed using MIXCR (v4.7.0). Mapped TCR-seq data were further analyzed using the immunarch package (v.0.9.1) in R (v4.4.2) to generate clonotype count tables and calculate repertoire diversities. Chao1 diversities were calculated using the repDiversity function of immunarch with downsampled data (with bootstrapping, 1000 iterations) and method “chao1” and plotted using the ggplot2 package (v3.5.2). 

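The level of Chao1 in the spleen depended on the number of UMIs drawn. For the spleen of mouse 1 it was 102141 at 2000 UMIs, 157875 at 10000 UMIs, 213467 at 50000 UMIs and 256301 at all 160179 UMIs. With 300 UMIs per library, Chao1 was 1111 ± 186 (SD, n = 3) in the kidney and 35005 ± 2746 (SD, n = 3) in the spleen. At that depth 45.0%, 60.6% and 66.4% of the draws of the 3 spleens held no repeated clonotype and so gave the highest possible value, 45150.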

The circos plot presenting clonotype frequency overlaps were generated using the circlize R package (0.4.16).

### Histological analysis.

One-quarter of each UUO kidney was embedded in paraffin or Tissue-Tek Compound (Sakura Finetek Germany GmbH). Paraffin sections (3 μm) were stained with Masson’s trichrome according to the manufacturer’s protocol (Sigma). Cryosections (3 μm) were used for immunofluorescence staining. After fixation with ice-cold acetone, sections were blocked with super block blocking buffer (Thermo Fischer Scientific) and incubated with an antibody against collagen type 1 (ab21286; Abcam). As detection antibody, Alexa Fluor 594–labeled F(ab’)2 fragments of goat anti-rabbit IgG (A-11072; Invitrogen) were used. The slides were covered with Fluoromount-G Mounting Medium (ThermoFisher) containing DAPI to label DNA. Images were taken with an Axio-Observer-Z1 microscope (Carl Zeiss) for immunofluorescence staining or the Echo Rebel microscope for Masson’s trichrome staining. Signals were semiautomatically analyzed with MetaMorph software (version 4.6; Universal ImagingCorp.). All histological sections were analyzed in a blinded manner.

### Study population and sampling.

Peripheral venous blood was drawn from 37 adult patients with SSc and 37 adult healthy volunteers enrolled at the Asklepios Clinic Bad Abbach from June to October 2024. Patients were stratified according to disease duration and organ involvement.

### Preparation and culture of human PBMCs.

PBMCs were prepared by Ficoll-Paque density gradient centrifugation from heparin-anticoagulated fresh blood samples and cryopreserved. For cryopreservation, PBMCs were resuspended in FCS with 10% DMSO at a concentration of 1 × 10^6^ to 2 × 10^6^ cells/mL, frozen at −80°C for 2 days, and then transferred into liquid nitrogen. The cells were thawed in a 37°C water bath and washed 3 times with medium. The viability was controlled by trypan blue staining and was 90%–95%. PBMCs (500,000/well) were cultured in 300 μL medium/well (RPMI-1640 with 10% FCS, 1% penicillin/streptomycin and 1% L-glutamine; all Gibco) with or without 5 μg/mL anti-CD3 (clone OKT3, eBiosciences) at 37°C for 24 hours. Thereafter, supernatants were recovered and analyzed by ELISA.

### ELISA for detection of human IL-3.

For measurement of IL-3, ELISA plates (NUNC Maxisorb, Thermo Fisher Scientific) were coated with a capture anti–IL-3 antibody (clone P8C11; 5 μg/mL in PBS) in 100 μL/well at room temperature overnight. Plates were washed 3 times with PBS/0.05% Tween-20, blocked with PBS containing 1% BSA at room temperature for 1 hour, and then washed again with PBS. Samples were preincubated with 100 μg/mL mouse IgG1, κ isotype control antibody (MOPC21, BioXCell) at room temperature for 1 hour and added to the plates at room temperature for 2 hours (100 μL/well, diluted in PBS containing 1% BSA). Recombinant human IL-3 (BioLegend) was diluted from 7.8 to 500 pg/mL in PBS/1% BSA and served as standard. After washing, plates were incubated with 400 ng/mL HRP-labeled detection anti–IL-3 antibody (clone 13, InVivo BioTech Services GmbH, Germany) (100 μL/well) at room temperature for 1.5 hours, and color reaction was performed with TMB Substrate Solution (BioLegend) according to the manufacturer’s protocol.

### Statistics.

All data are shown as the mean ± SEM. Statistical significance was defined at a *P* value of 0.05 or less. Statistical analysis was performed with GraphPad Prism 9.3.1. Statistical tests are provided in each figure legend and include 1-way ANOVA with multiple comparisons, unpaired 2-sided t test, and Welch’s 2-sided *t* test.

### Study approval.

All animal studies were approved by the “Regierung der Oberpfalz” (Würzburg, Germany; Az. 2532-2-1281) and performed in accordance with institutional guidelines.

The human study was approved by the Research Ethics Committee of the University Hospital Regensburg and performed in accordance with all relevant ethical regulations for work with humans. Written informed consent and consent to publish were obtained from all enrolled patients and healthy volunteers.

### Data availability.

The authors declare that all data supporting the findings of this study are available in the main text or the supplemental material, including the Supporting Data Values file. Raw data from RNA-seq have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database with accession GSE312018.

## Author contributions

MM conceived and supervised the study. SB, AF, SN, KS, YT, FWK, SB, KL, CB, MR, FVS, MB, KR, and MM performed and analyzed experiments. FG and MF provided patient samples and clinical data. SB and MM drafted the manuscript with input from all authors.

## Funding support

- Deutsche Forschungsgemeinschaft (German Research Foundation) – Project-ID 509149993, TRR 374.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
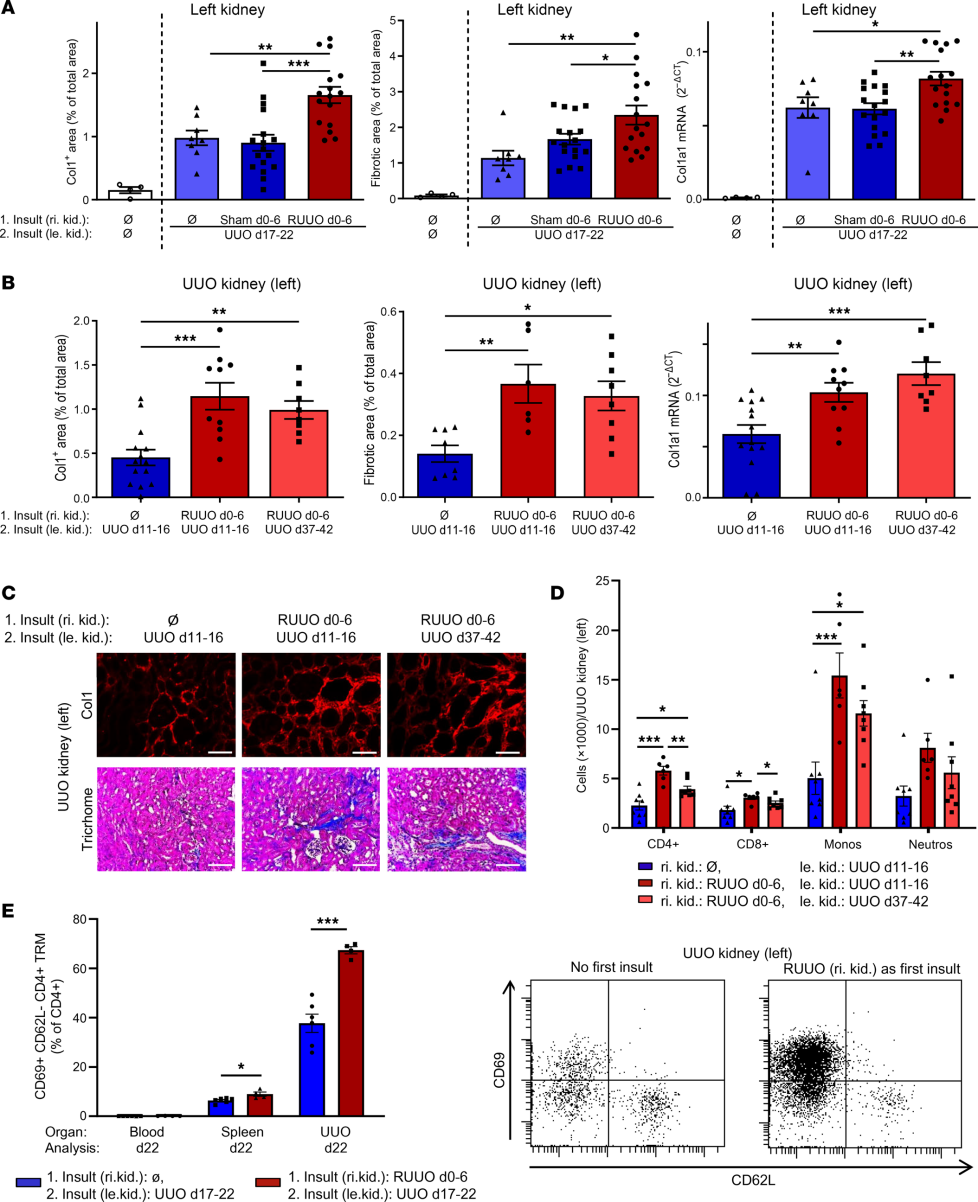
Evidence for long-lasting fibrosis-memory in mice with renal fibrosis. (**A**, **B**, and **E**) Mice underwent RUUO of the right kidney from day 0–6 (first insult), were sham operated, or remained naive (Ø). Mice then underwent UUO of the left kidney from day 17 to 22 (second insult) or remained naive (Ø). (**A**) Quantification of collagen-1 (Col1), overall fibrosis (fibrotic area), and col1a1 mRNA expression in the left kidney on day 22. Two pooled experiments, with *n* = 4, naive; 8, received the second insult only; 17, sham; and 16, RUUO. (**B**–**D**) Mice underwent RUUO of the right kidney from day 0 to 6 (first insult) or remained naive (Ø). Mice then underwent UUO of the left kidney from day 11 to 16 or from day 37 to 42 (second insult). (**B**) Analysis of the left UUO kidney on day 16 or day 42. Two pooled experiments, with *n* = 14 naive; 10 day 16 UUO; and 8 day 37 UUO for immunofluorescence and qPCR, and 1 single experiment for Trichrome staining, with *n* = 8 received the second insult only; 6, day 11 UUO; and 8, day 37 UUO. (**C**) Representative images of collagen-1 immunofluorescence and Trichrome staining. (**D**) Quantification of infiltrating CD4^+^ T cells, CD8^+^ T cells, monocytes (Monos), and neutrophils (Neutros) in the left UUO kidneys (single experiment with *n* = 8 received the second insult only; 6, day 11 UUO; and 8, day 37 UUO). (**E**) Quantification of CD4^+^ tissue-resident memory (TRM) T cells in the blood, spleen, and left UUO kidneys (single experiment with *n* = 6 and 4). Scale bars: 100 μm. Data are represented as mean ± SEM. One-way ANOVA with multiple comparisons. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 2:**
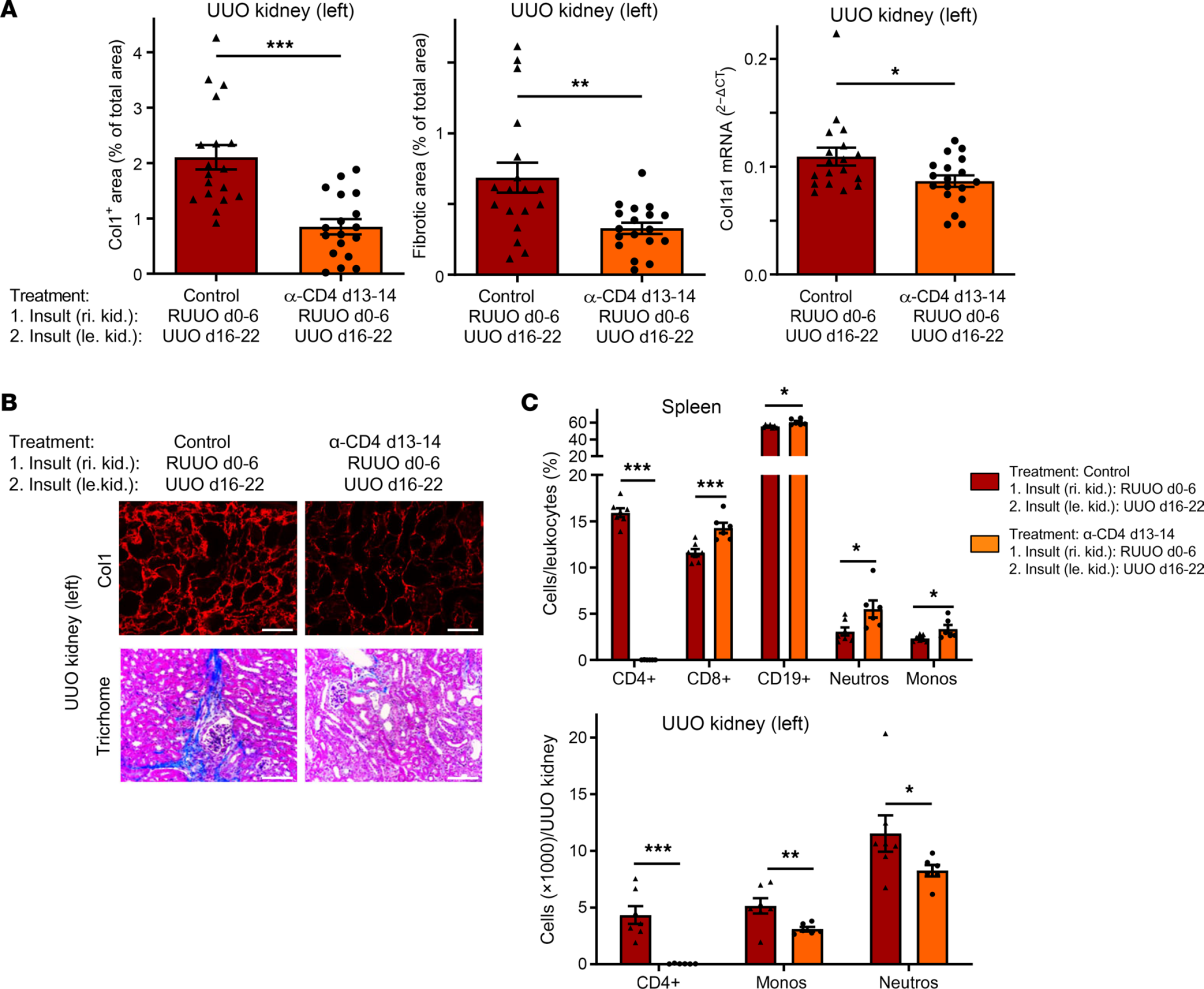
Reduced fibrosis-memory in the absence of CD4^+^ T cells. Mice underwent RUUO of the right kidney from day 0 to 6 (first insult), followed by UUO of the left kidney from day 16 to 22 (second insult). On days 13 and 14, mice were injected with a depleting CD4 antibody (α-CD4) or an isotype control antibody (control). (**A**) Quantification of collagen-1 (Col1), overall fibrosis (fibrotic area), and col1a1 mRNA expression in the left UUO kidney on day 22. Four pooled experiments, with *n* = 18/group. Controls are identical to those in Figure 6A. (**B**) Representative images of collagen-1 immunofluorescence and Trichrome staining. (**C**) Quantification of CD4^+^ T cells, CD8^+^ T cells, B cells (CD19^+^), monocytes (Monos), and neutrophils (Neutros) in the spleen and left UUO kidneys by flow cytometry (single experiment with *n* = 6–7/group). Scale bars: 100 μm. Data are represented as mean ± SEM. Unpaired 2-sided *t* test. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 3:**
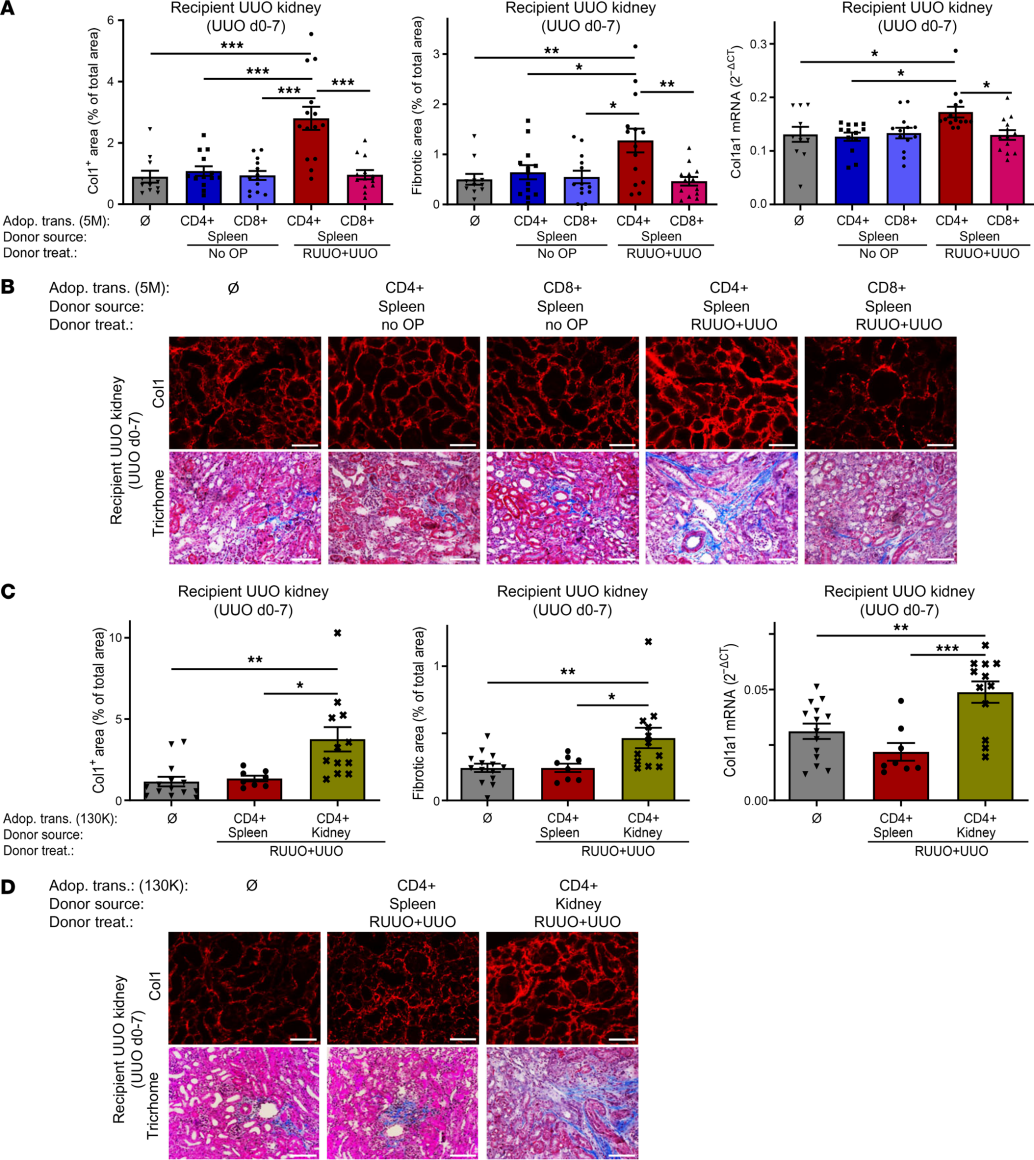
Fibrosis-memory can be adoptively transferred by splenic and renal CD4^+^ T cells. (**A** and **B**) CD4^+^ and CD8^+^ T cells were purified on day 0 from the spleens of naive donor mice (no OP) or donor mice after RUUO of the right kidney from day –18 to –12 and UUO of the same kidney from day –7 to 0 (RUUO+UUO). Where indicated, RPMI-1640 medium (Ø) or 5 × 10^6^ CD4^+^ T cells or CD8^+^ T cells were adoptively transferred into recipients on day 0 and UUO was performed on all recipients on day 0. (**A**) Quantification of collagen-1 (Col1), overall fibrosis (fibrotic area), and col1a1 mRNA expression in the recipient’s UUO kidneys on day 7. Two pooled experiments with *n* = 11, no cell transfer; 13, CD4^+^ T cells from naïve mice; 13, CD8^+^ T cells from naïve mice; 14, CD4^+^ T cells from mice after RUUO+UUO; and 13, CD8^+^ T cells from mice after RUUO+UUO. (**B**) Representative images of collagen-1 immunofluorescence and Trichrome staining. (**C** and **D**) CD4^+^ T cells were purified on day 0 from the spleens or fibrotic kidneys of donor mice, with renal fibrosis induced as described above (RUUO+UUO). Where indicated, medium or 130,000 CD4^+^ T cells were adoptively transferred into recipients on day 0 and UUO was performed on all recipients on day 0. (**C**) Analysis of the recipient’s UUO kidneys on day 7. Two pooled experiments with *n* = 14, no cell transfer; 8, CD4^+^ T cells from the spleen; and 12, CD4^+^ T cells from the UUO kidney. (**D**) Representative images of collagen-1 immunofluorescence and Trichrome staining. Scale bars: 100 μm. Data are represented as mean ± SEM. One-way ANOVA with multiple comparisons (**A** and **C**). *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 4:**
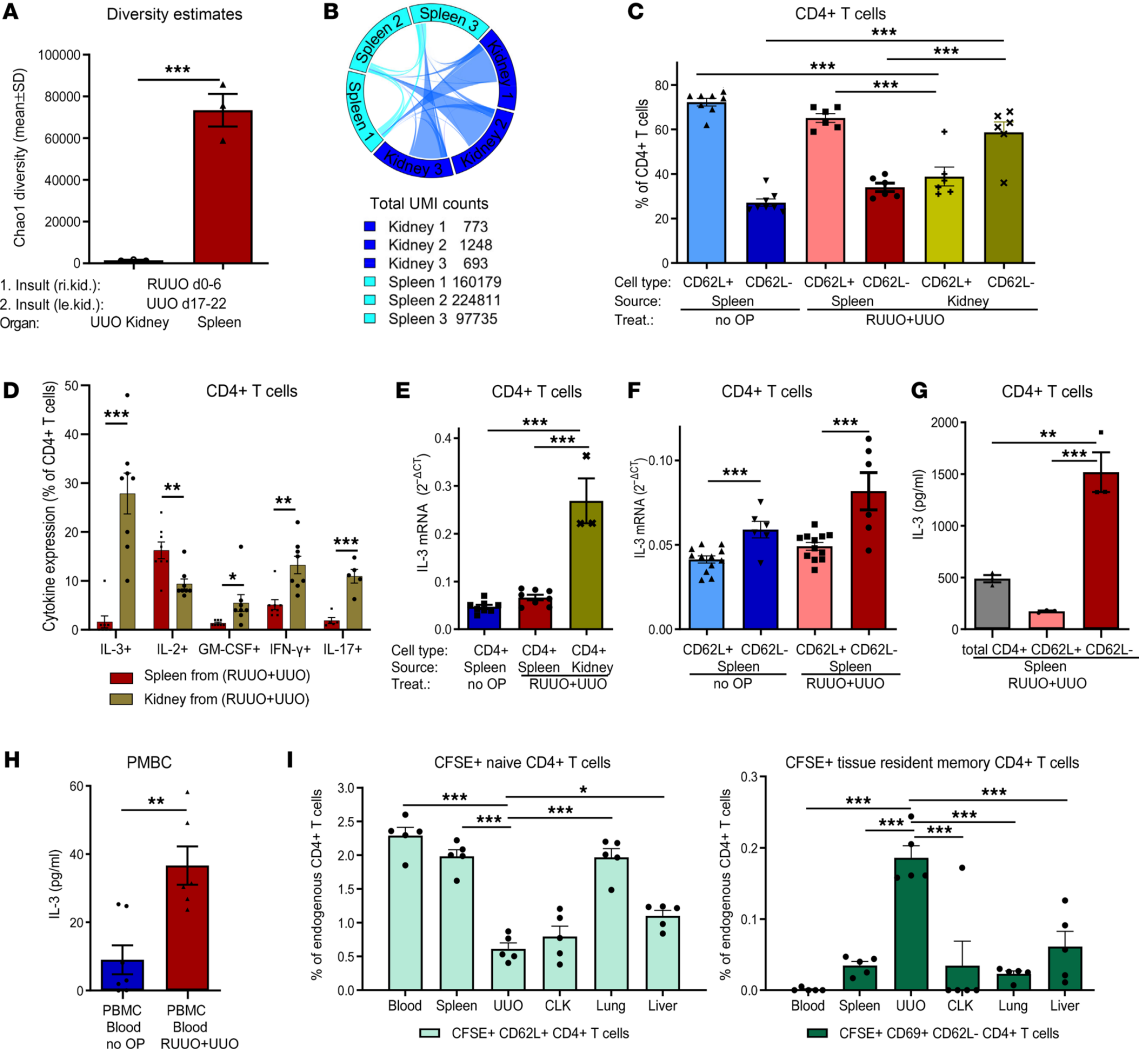
Fibrosis-memory leads to clonal expansion of CD4^+^ T cells in the kidney and increased IL-3 production. (**A** and **B**) RUUO of the right kidney (day 0–6), followed by UUO of the left kidney (day 17–22). (**A**) Clonal diversity of UUO kidney and splenic CD4^+^ T cells on day 22. (**B**) TCR repertoire overlaps between UUO kidney and splenic CD4^+^ T cells. UMI counts represent individual TCR-β mRNAs. (**C**–**I**) RUUO of the right kidney (day 0–6) and UUO of the same kidney (day 11–18) (RUUO+UUO). Analysis on day 18. Naive mice (no OP) served as controls. (**C**) CD62L^+^ and CD62L^–^ CD4^+^ T cells in the spleens of naive mice (*n* = 8), and in the spleens and fibrotic kidneys of RUUO+UUO mice (*n* = 6). (**D**) CD4^+^ T cells expressing IL-3, IL-2, GM-CSF, IFN-γ (*n* = 8 each), and IL-17 (*n* = 5) in the spleens and fibrotic kidneys of RUUO+UUO mice. (**E**) IL-3 mRNA expression of CD4^+^ T cells from the spleens of naive and RUUO+UUO mice (*n* = 8) and the fibrotic kidney of RUUO+UUO mice (*n* = 3). (**F**) IL-3 mRNA expression of CD62L^+^CD4^+^ T cells (*n* = 12) and CD62L^–^CD4^+^ T cells (*n* = 6) from the spleens of naive and RUUO+UUO mice. (**G**) IL-3 in the supernatant of anti-CD3–activated CD4^+^ T cells, CD62L^+^CD4^+^, and CD62L^–^CD4^+^ T cells from the spleens of RUUO+UUO mice (*n* = 3 per group). (**H**) IL-3 in the supernatant of anti-CD3–activated PBMCs from the blood of RUUO+UUO mice (*n* = 6) or naive mice (*n* = 7). (**I**) CFSE-labeled CD4^+^ T cells from the spleens of RUUO+UUO mice were injected into recipients 3 days after UUO operation (5 × 10^6^ cells/mouse, *n* = 5). Two days later, CFSE^+^ T cells were quantified in relation to endogenous CFSE^–^ CD4^+^ T cells in various organs. Data are represented as mean ± SEM. Unpaired 2-sided *t* test (**A**, **D**, **F**, and **H**) and 1-way ANOVA with multiple comparisons (**C**, **E**, **G**, and **I**). *P < 0.05; **P < 0.01; ***P < 0.001.

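In the kidney libraries, each UMI was read 623 ± 163 times on average (SD, n = 3), and in the spleen libraries 14.2 ± 6.41 times (SD, n = 3; exact permutation test, p = 0.1). The kidney clonotype with the fewest reads had between 16 and 27 reads in the 3 libraries, while spleen libraries held clonotypes with 1 read. Between kidneys, 1 clonotype was shared by mice 1 and 2, 1 by mice 2 and 3 and 0 by mice 1 and 3. Between spleens, 6109, 4614 and 3812 clonotypes were shared by these pairs of mice. The kidney libraries held 473 to 760 clonotypes and the spleen libraries 78078 to 140429, so these counts cannot be compared between the organs.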

**Figure 5:**
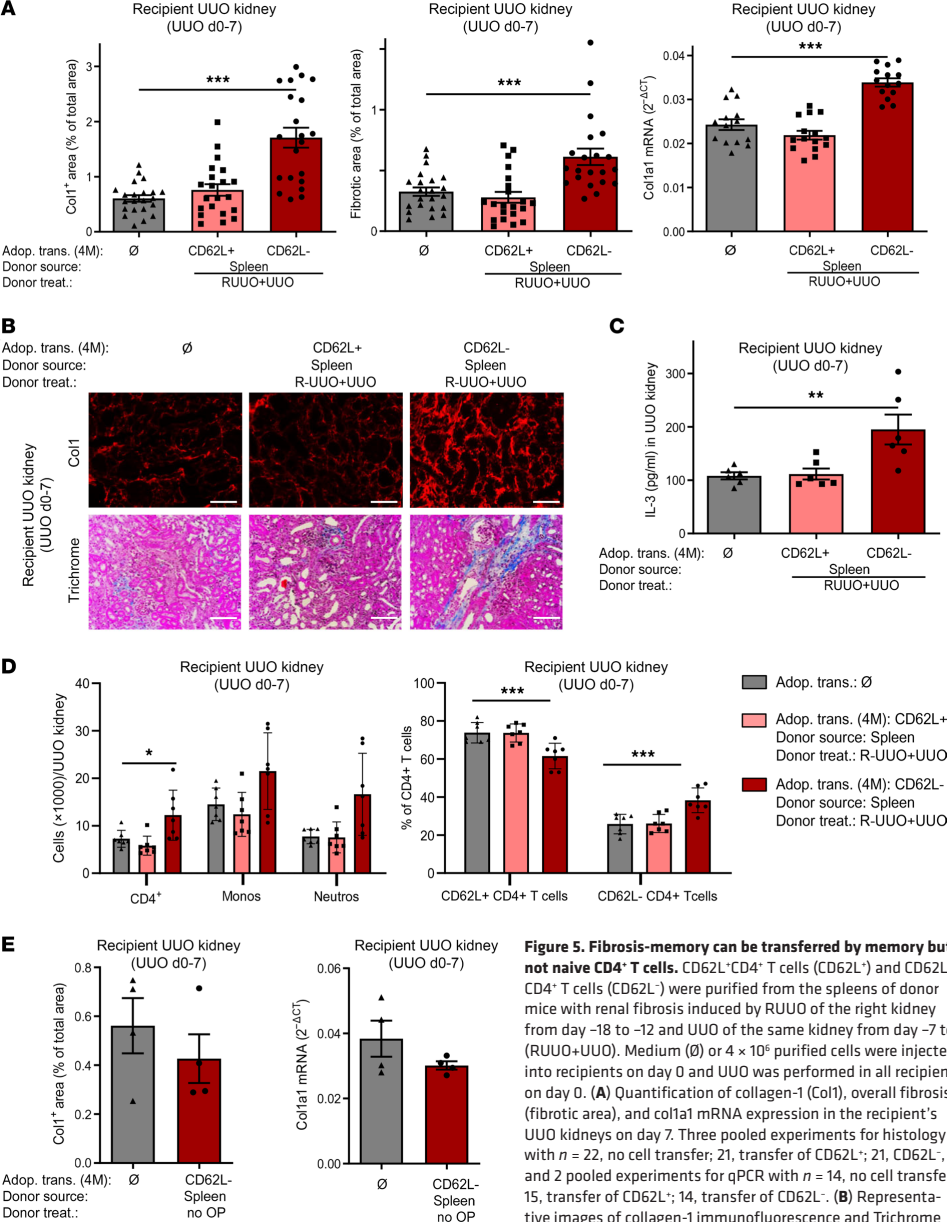
Fibrosis-memory can be transferred by memory but not naive CD4^+^ T cells. CD62L^+^CD4^+^ T cells (CD62L^+^) and CD62L^–^CD4^+^ T cells (CD62L^–^) were purified from the spleens of donor mice with renal fibrosis induced by RUUO of the right kidney from day –18 to –12 and UUO of the same kidney from day –7 to 0 (RUUO+UUO). Medium (Ø) or 4 × 10^6^ purified cells were injected into recipients on day 0 and UUO was performed in all recipients on day 0. (**A**) Quantification of collagen-1 (Col1), overall fibrosis (fibrotic area), and col1a1 mRNA expression in the recipient’s UUO kidneys on day 7. Three pooled experiments for histology with *n* = 22, no cell transfer; 21, transfer of CD62L^+^; 21, CD62L^–^, and 2 pooled experiments for qPCR with *n* = 14, no cell transfer; 15, transfer of CD62L^+^; 14, transfer of CD62L^–^. (**B**) Representative images of collagen-1 immunofluorescence and Trichrome staining. (**C**) Quantification of IL-3 in the supernatant of shredded recipient’s UUO kidneys (*n* = 6/group). (**D**) CD4^+^ T cells, monocytes (Monos), and neutrophils (Neutros) as well as percentage of CD62L^+^ and CD62L^–^CD4^+^ T cells in the recipient’s UUO kidneys on day 7 (*n* = 7/group). Scale bars: 100 μm. Data are represented as mean ± SEM. One-way ANOVA with multiple comparisons. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 6:**
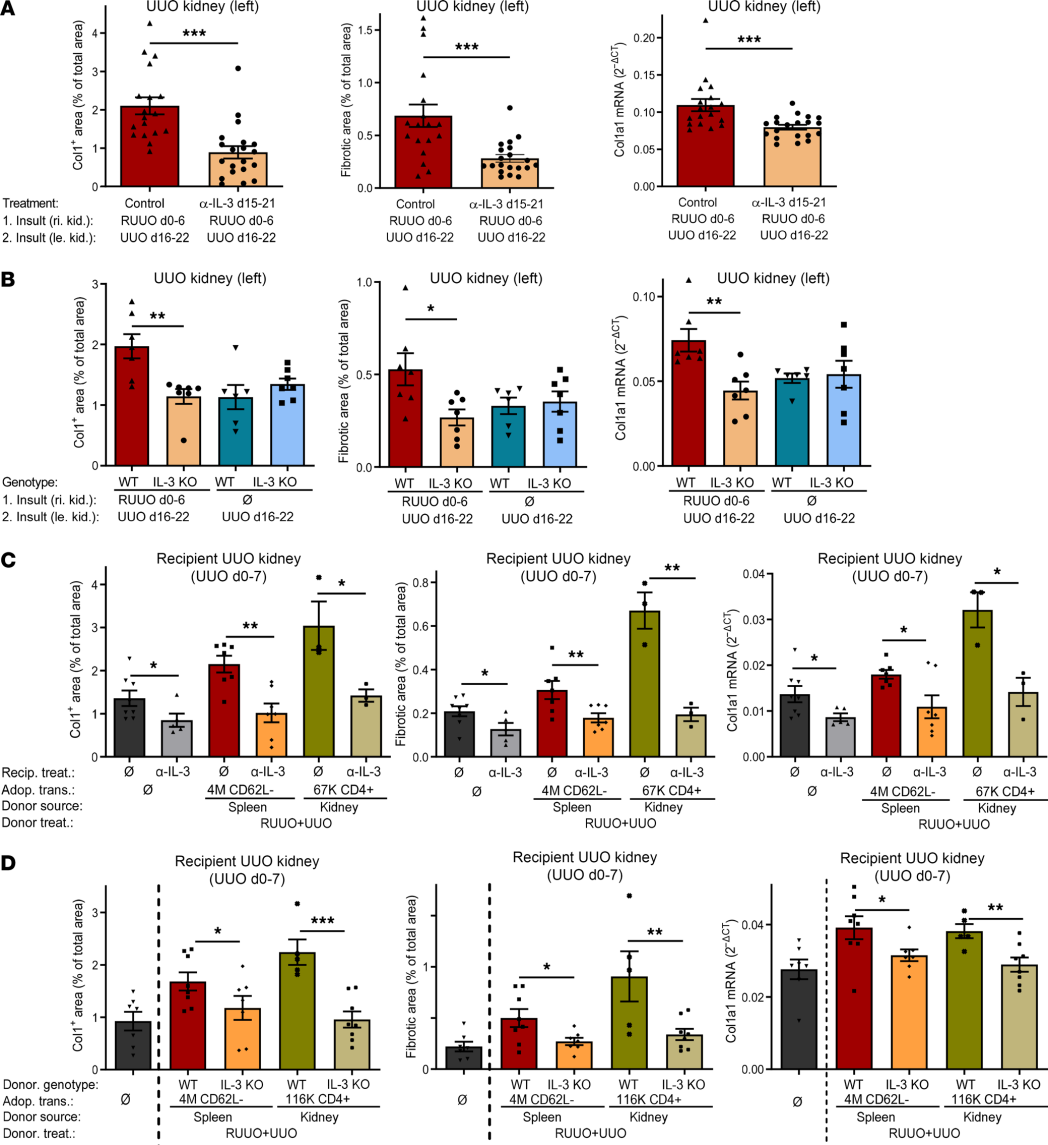
Retrieval and adoptive transfer of fibrosis-memory is dependent on T cell–derived IL-3. (**A**) RUUO of the right kidney (day 0–6, first insult) followed by UUO of the left kidney (day 16–22, second insult). Treatment with anti–IL-3 (*n* = 20) or isotype control antibody (*n* = 18; 4 pooled experiments, same controls as in Figure 2A) from day 15–21. Analysis of the left UUO kidneys on day 22. (**B**) WT or IL-3–KO mice underwent RUUO of the right kidney (day 0–6, first insult) or remained naive (Ø). All mice then underwent UUO of the left kidney (day 16–22). Analysis of the left UUO kidneys on day 22. One experiment with *n* = 7, WT RUUO+UUO; 7, IL-3-KO RUUO+UUO; 6, WT UUO; and 7, IL-3-KO UUO. (**C**) Splenic CD62L^–^CD4^+^ or renal CD4^+^ T cells were purified from the spleens or fibrotic kidneys of RUUO+UUO donor mice (RUUO from day –18 to –12 and UUO of the same kidney from day –7 to 0). Medium, 4 × 10^6^ splenic CD62L^–^CD4^+^ or 67,000 renal CD4^+^ T cells were injected into recipients on day 0. UUO in all recipients on day 0. Treatment with anti–IL-3 or an isotype control antibody (Ø) from day 0–6. Analysis of the recipient’s UUO kidneys on day 7. Single experiment with *n* = 8, no cell transfer; 5, no cell transfer and anti–IL-3; 7, transfer of CD62L^-^ from spleen; 7, transfer of CD62L^-^ from spleen and anti–IL-3; 3, transfer of CD4^+^ from UUO kidney; and 3, transfer of CD4^+^ from UUO kidney and anti–IL-3. (**D**) Splenic CD62L^–^CD4^+^ or renal CD4^+^ T cells were purified from the spleens or fibrotic kidneys of WT or IL-3–deficient (IL-3 KO) RUUO+UUO mice, as in **C**. Medium (Ø), 4 × 10^6^ splenic CD62L^–^CD4^+^ or 116,000 renal CD4^+^ T cells were injected on day 0. UUO in all recipients on day 0. Analysis of the recipient’s UUO kidneys on day 7. Single experiment with *n* = 7, no cell transfer; 8, CD62L^+^ from spleen of WT; 7, CD62L^+^ from spleen of IL-3 KO; 5, CD62L^+^ from UUO-kidney of WT; and 8, CD62L^+^ from UUO-kidney of IL-3 KO. Data are represented as mean ± SEM. Unpaired 2-sided *t* test. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 7:**
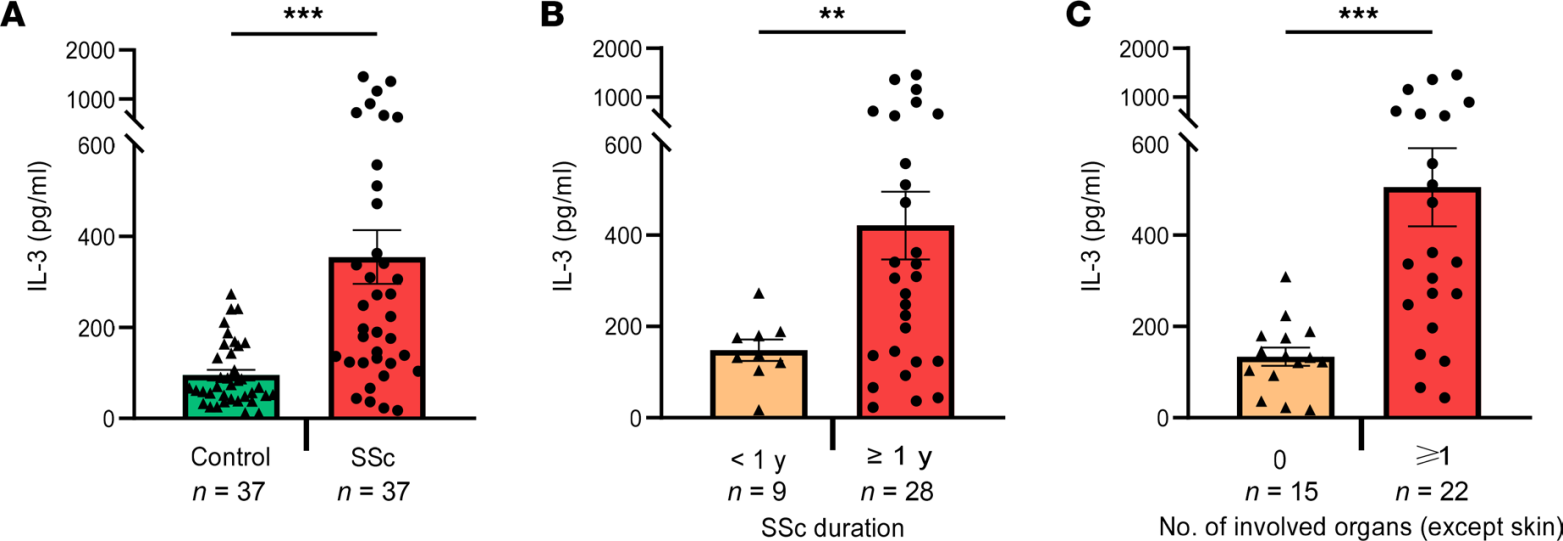
Increased T cell–dependent expression of IL-3 in patients with systemic sclerosis. PBMCs from patients with systemic sclerosis (SSc) (*n* = 37) and individuals acting as healthy controls (*n* = 37) were cultured with anti-CD3 for 3 days. IL-3 expression was measured in the cell culture supernatant by ELISA. (**A**) IL-3 expression in individuals acting as healthy controls and patients with SSc. (**B**) IL-3 expression in patients with SSc stratified according to disease duration. (**C**) IL-3 expression in patients with SSc stratified according to organ involvement (skin was not counted as an organ). Data are represented as mean ± SEM. Welch’s 2-sided *t* test. **P < 0.01; ***P < 0.001.

**Table 1:**
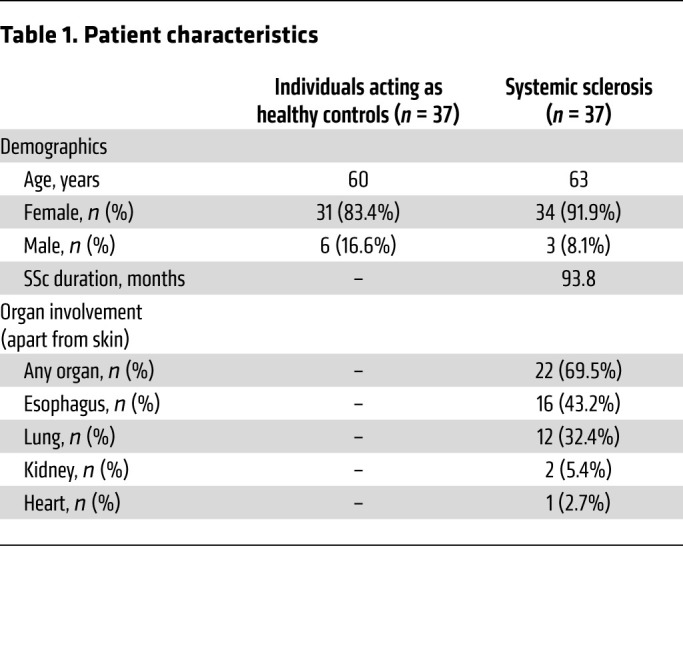
Patient characteristics

# Supplementary material for: Fibrosis-memory is mediated by IL-3–producing T cells and drives progression of fibrosis
**Source:** J Clin Invest. 2026 Mar 16;136(6):e192095. doi: 10.1172/JCI192095
**Supplement:** Supplemental data

A

### RUUO + UUO model

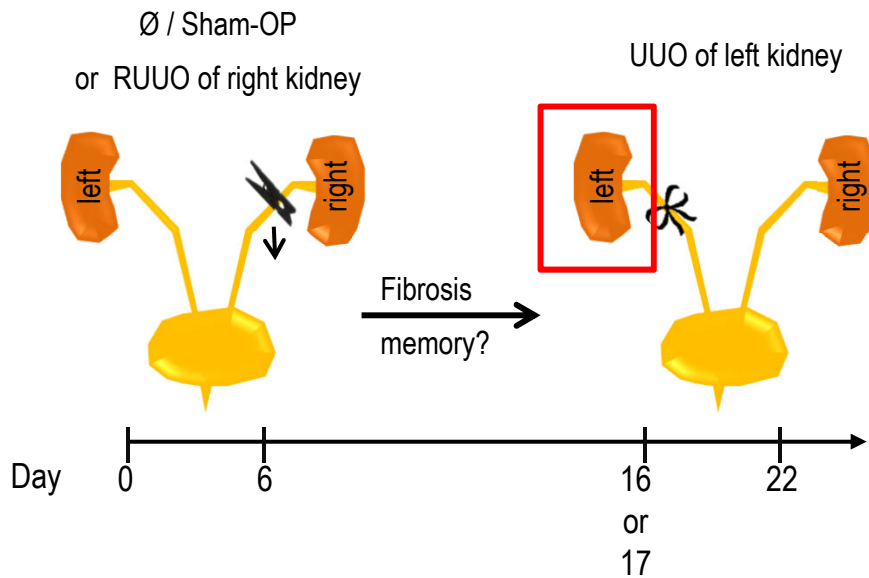

B

### Adoptive transfer model

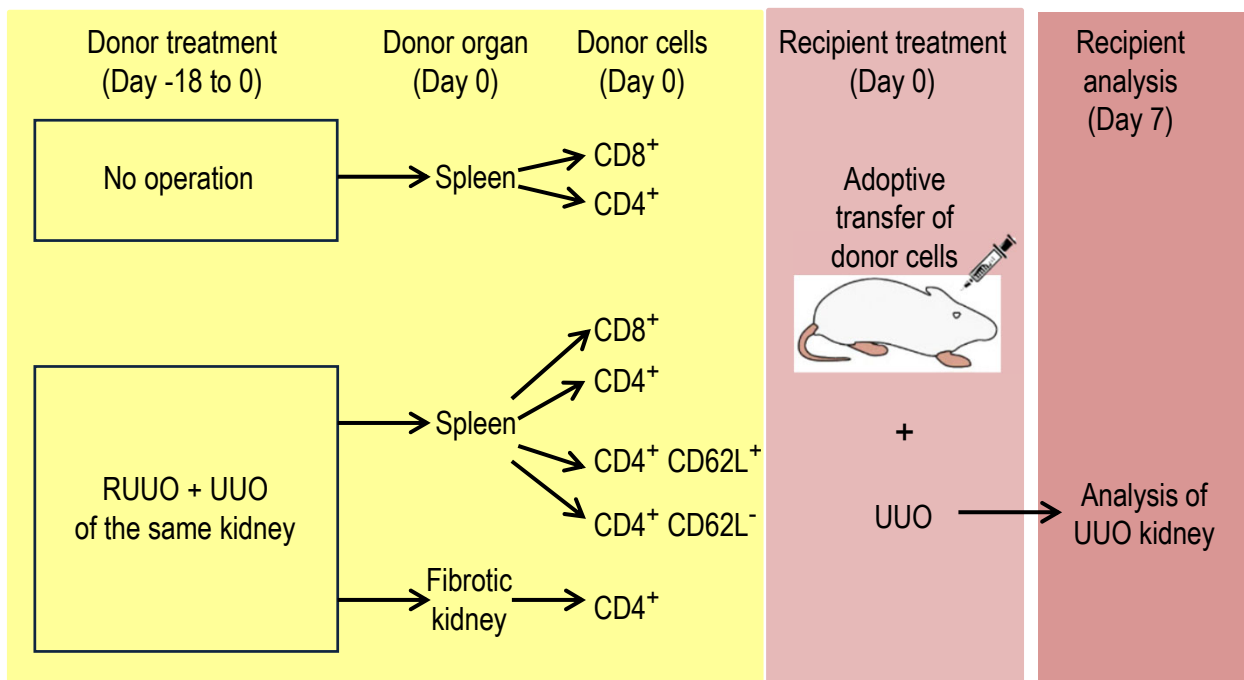

Supplemental Figure 1

### **Supplemental Figure 1**

#### **Schematic overview of experimental setups.**

(A) Fibrosis-memory model with two consecutive renal injuries (RUUO+UUO model) used in Fig. 1A, E; Fig. 2; Fig. 6A, B. Clamp placement on the right ureter at day 0 with clamp relocation on days 2 and 4 to avoid strictures. Clamp removal at day 6. Ligation of the left ureter at day 16 or 17 and analysis of the left UUO-kidney at day 22.

(B) Adoptive transfer of T cells used in Fig. 3; Fig. 4I, Fig. 5 and Fig. 6C, D. Donor mice remained naïve (no operation) or suffered from a renal fibrosis induced by a reversible UUO (RUUO) of the right kidney from day -18 to day-12 followed by an UUO (UUO) of the same kidney from day -7 to 0. Various T cell subsets were purified from the spleen or fibrotic right kidney of donor mice on day 0. The purified T cells were adoptively transferred to recipients by intravenous injection on day 0 and UUO was induced in the recipients on day 0. Analysis of the recipient's UUO-kidney at day 7.

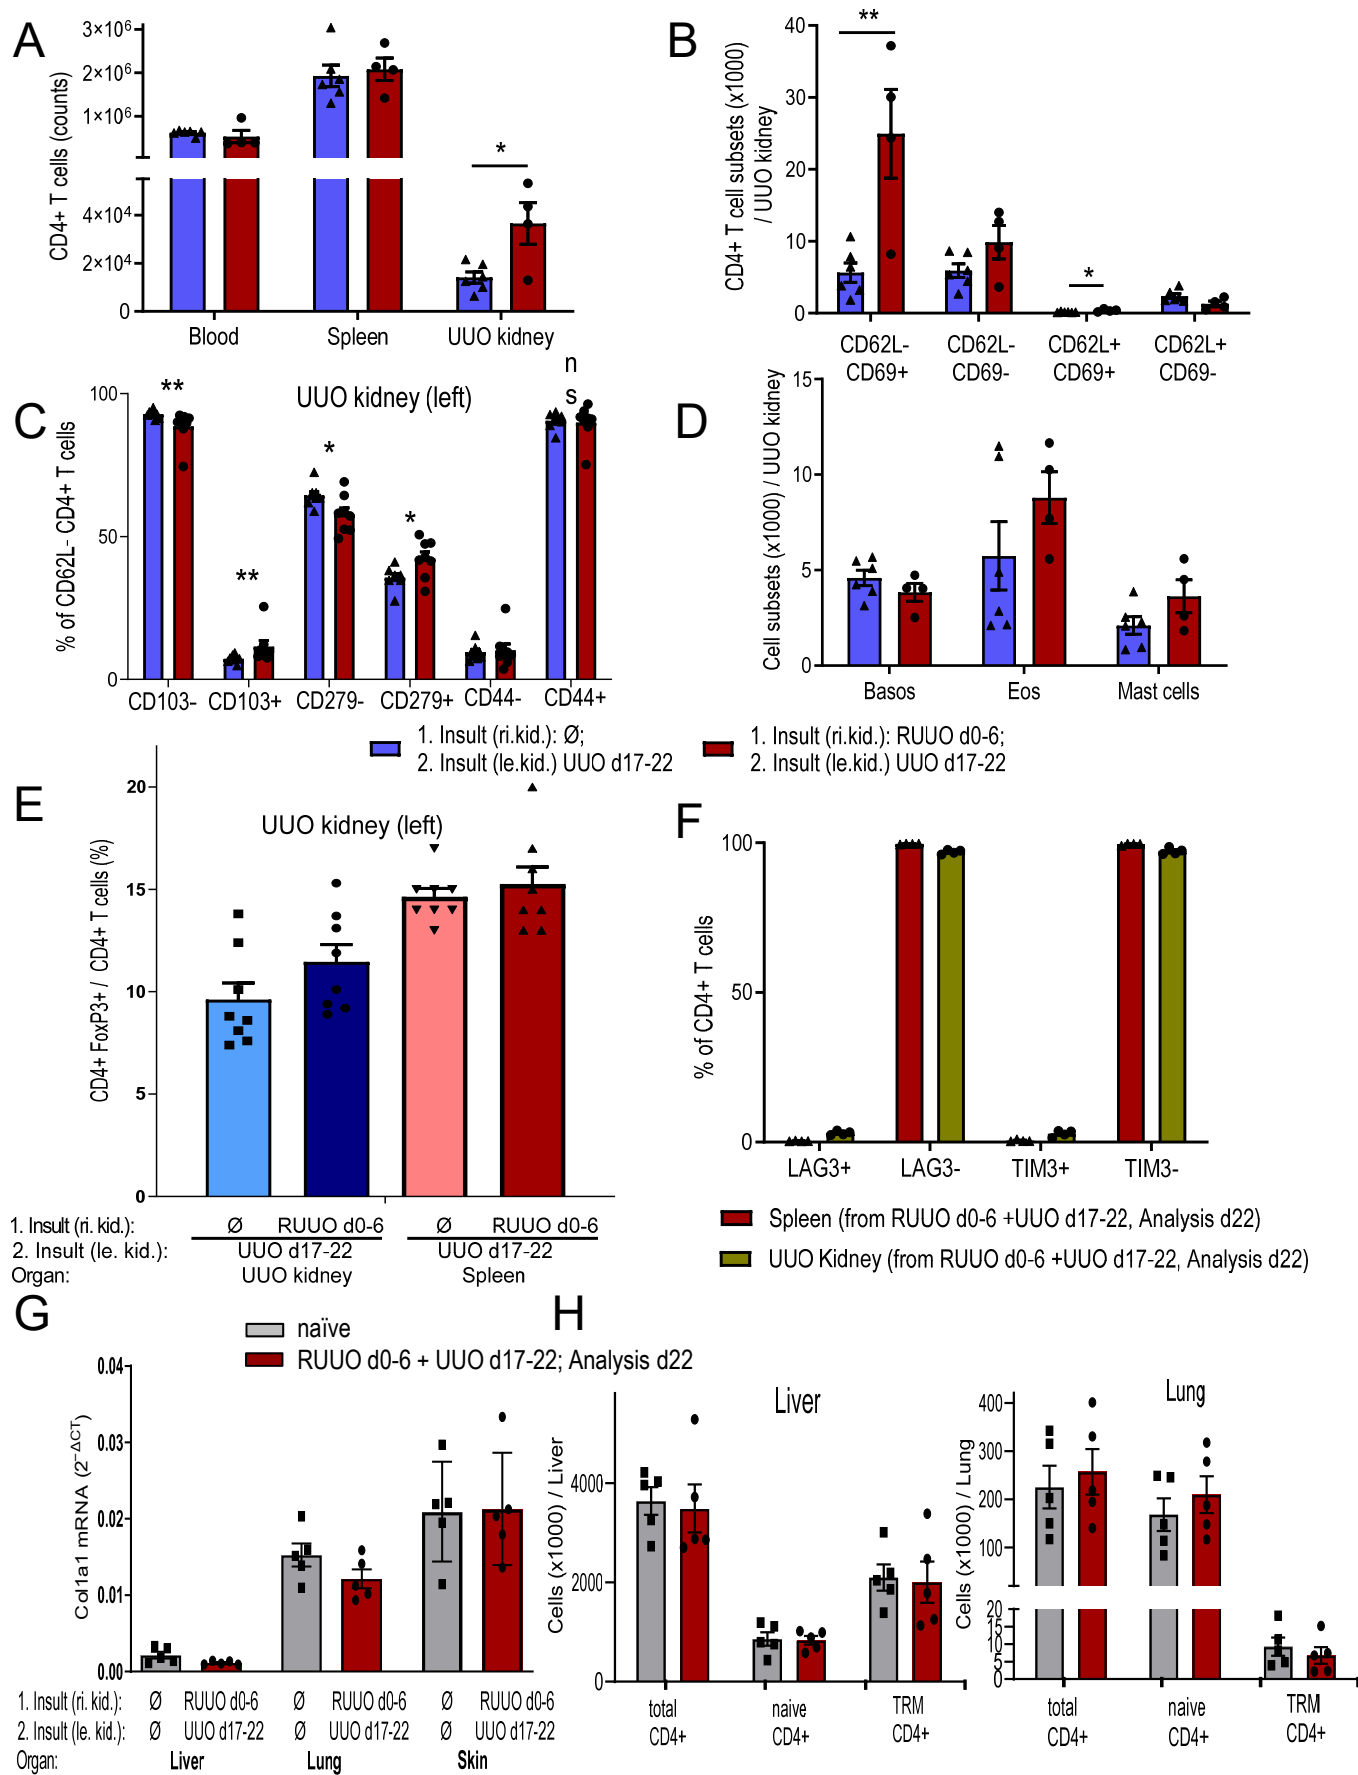

Supplemental Figure 2

## **Supplemental Figure 2**

### **Analysis of mice with fibrosis-memory**

Mice underwent RUUO of the right kidney from day 0-6 (first insult) followed by UUO of the left kidney from day 17-22 (second insult) (n=6). Control mice only underwent UUO of the left kidney from day 17-22 (n=4). (A) Absolute CD4<sup>+</sup> T cell counts in blood, spleen and left UUO-kidney at day 22. (B-D) Subsets of CD4<sup>+</sup> T cells (B), subsets of CD62L<sup>-</sup>CD4<sup>+</sup> T cells (C), Basophils (Basos), eosinophils (Eos), and mast cells (D) in the left UUO-kidney at day 22. (E) Quantification of Treg cells in the left UUO-kidney at day 22 (n=8). (F) Percentage of CD4<sup>+</sup> T cells expressing TIM-3 and LAG-3 in spleen and UUO-kidney (n=4). (G) Quantification of collagen-1a1 mRNA expression in the liver, lung and skin of naïve mice (Ø) or mice with two fibrotic insults to the kidneys (n=5). (H) Total, naïve (CD62L<sup>+</sup>) and tissue resident memory (CD69<sup>+</sup> CD62L<sup>-</sup>) (TRM) in the liver and lung of naïve mice and mice with two fibrotic insults to the kidneys (n=5). Data are represented as mean ± SEM. One-way ANOVA. \*P<0.05; \*\*P<0.01.

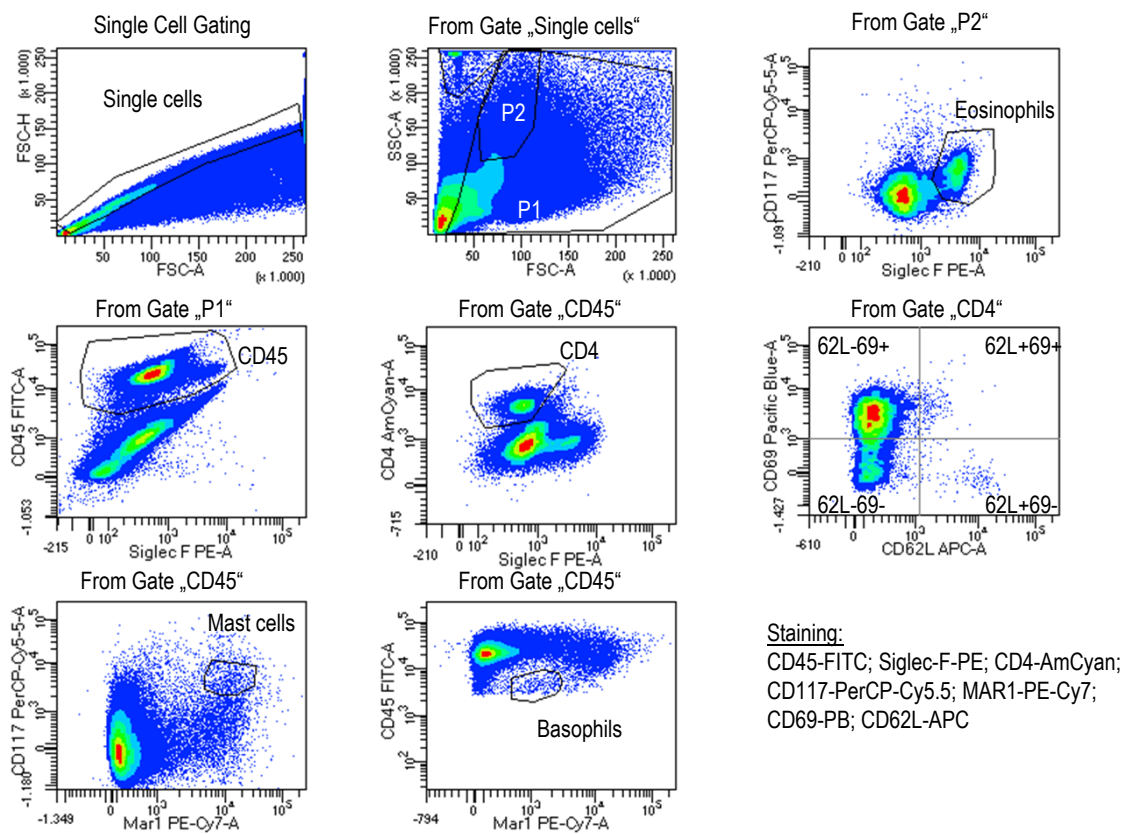

Supplemental Figure 3  
Gating strategy and antibody panel used for flow cytometry.

Supplemental Figure 3

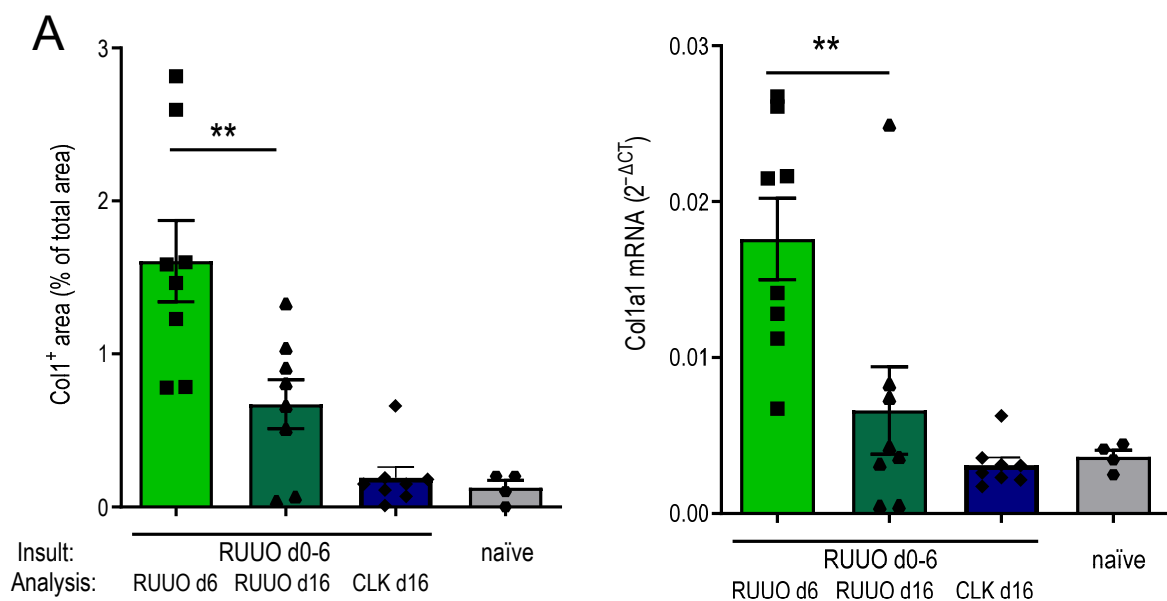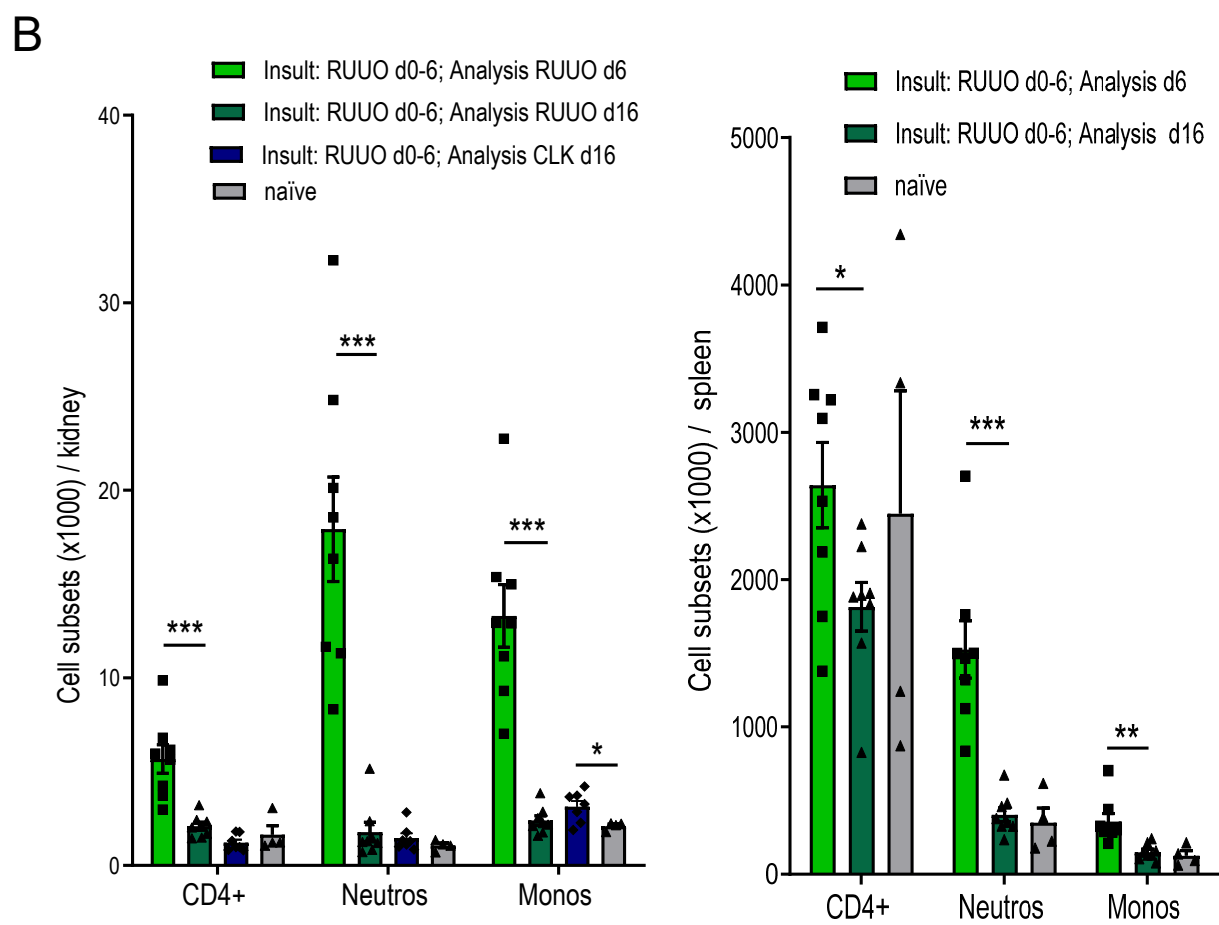

Supplemental Figure 4

#### **Supplemental Figure 4**

##### **Characterization of mice with RUUO from day 0-6.**

RUUO was performed from day 0-6 (n=8 / group). RUUO-kidneys and spleens were analyzed on day 6 and on day 16. In addition, contralateral kidneys (CLK) were analyzed on day 16. Kidneys and spleens from non-operated naïve mice (n=4) served as control. (A) Quantification of collagen-1 (Col1) and col1a1 mRNA expression in the kidneys. (B) Quantification of CD4<sup>+</sup> T cells, neutrophils (Neutros) and monocytes (Monos) in the kidneys and spleen. Data are represented as mean  $\pm$  SEM. One-way ANOVA between RUUO d6 and d16 and between CLK and naïve kidney. Data are represented as mean  $\pm$  SEM. One-way ANOVA with multiple comparisons for spleen. \*P<0.05; \*\*P<0.01; \*\*\*P<0.001.

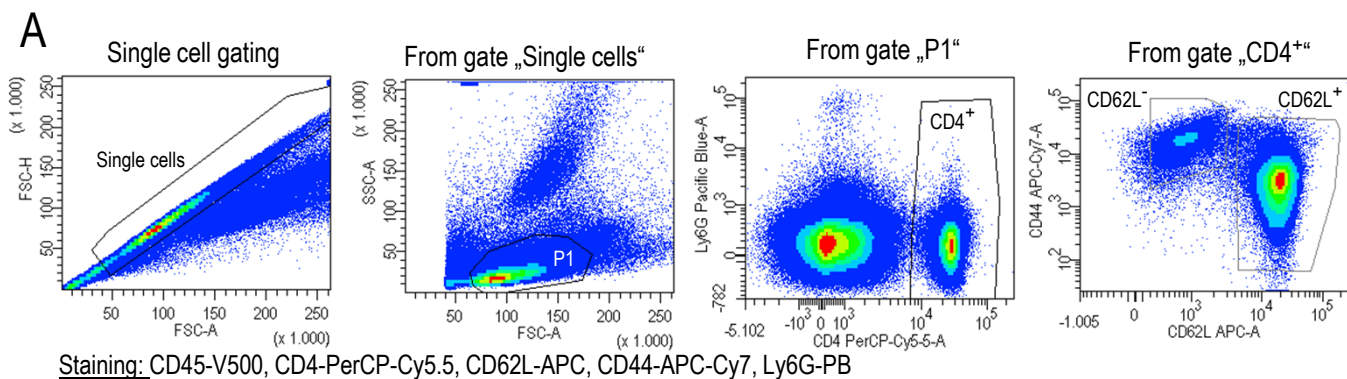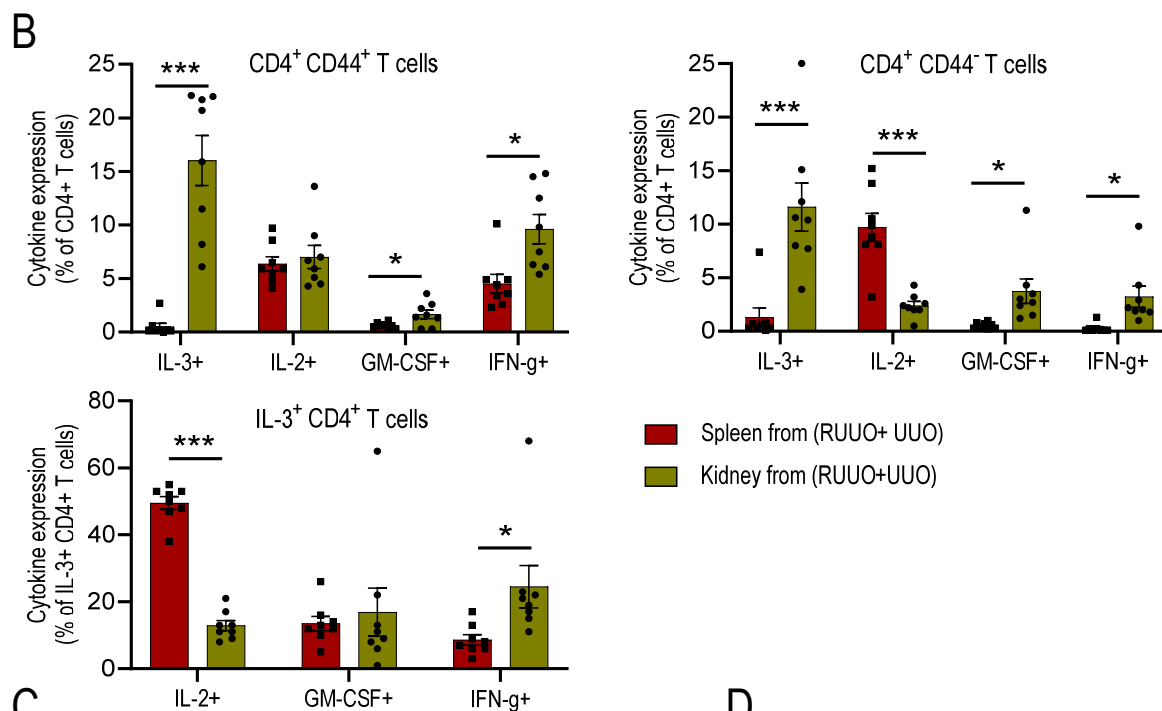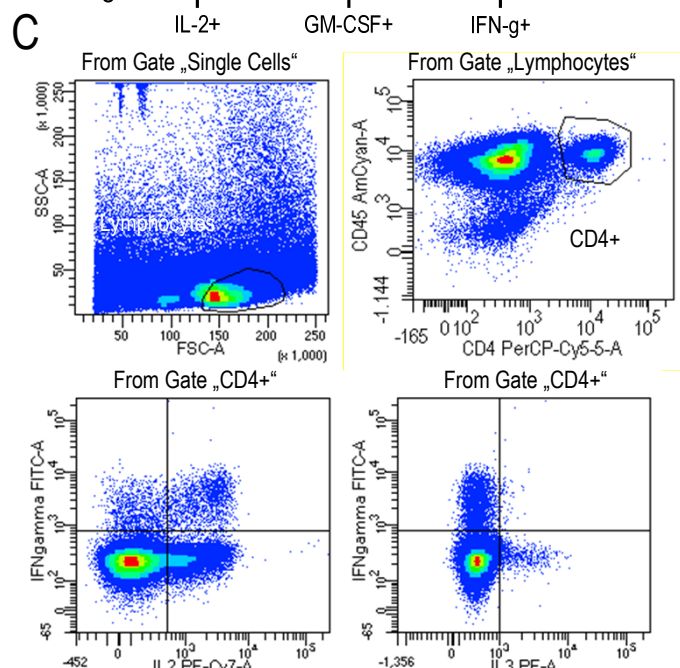

Staining: CD45-V500, CD4-PerCP-Cy5.5, IFN-g-FITC, IL-3-PE, IL-2-PE-Cy7, GM-CSF-BV421

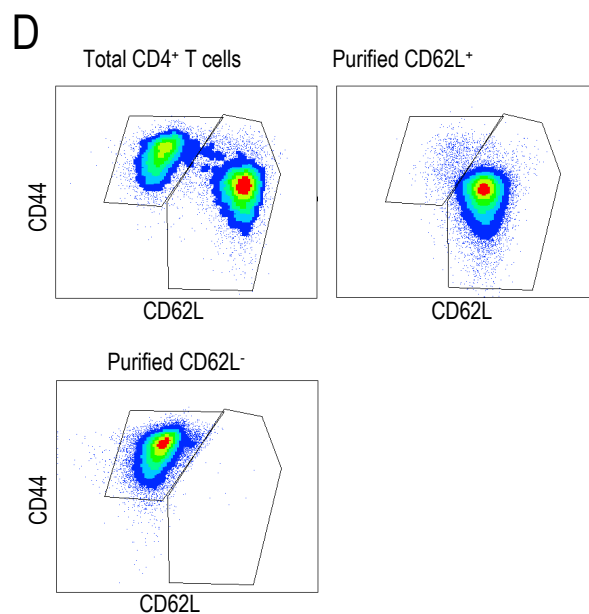

Supplemental Figure 5

### **Supplemental Figure 5**

#### **Gating strategies, immunophenotyping and purity of sorted CD4<sup>+</sup> T cells.**

(A) Gating strategy and antibody panel used to identify naïve (CD62L<sup>+</sup>) and memory (CD62L<sup>-</sup>) CD4<sup>+</sup> T cells in the spleen and kidney. (B) Co-expression of IL-2, GM-CSF and IFN-gamma by IL-3<sup>+</sup> CD4<sup>+</sup> T cells in the spleen and kidney of mice with fibrosis-memory (for details see Fig. 4B). Gating strategy and antibody panel used to identify cytokine-expressing CD4<sup>+</sup> T cells. (C) Purity of naïve (CD62L<sup>+</sup>) and memory (CD62L<sup>-</sup>) CD4<sup>+</sup> T cells for adoptive transfer experiments. Data are represented as mean  $\pm$  SEM. One-way ANOVA. \*P<0.05; \*\*\*P<0.001.

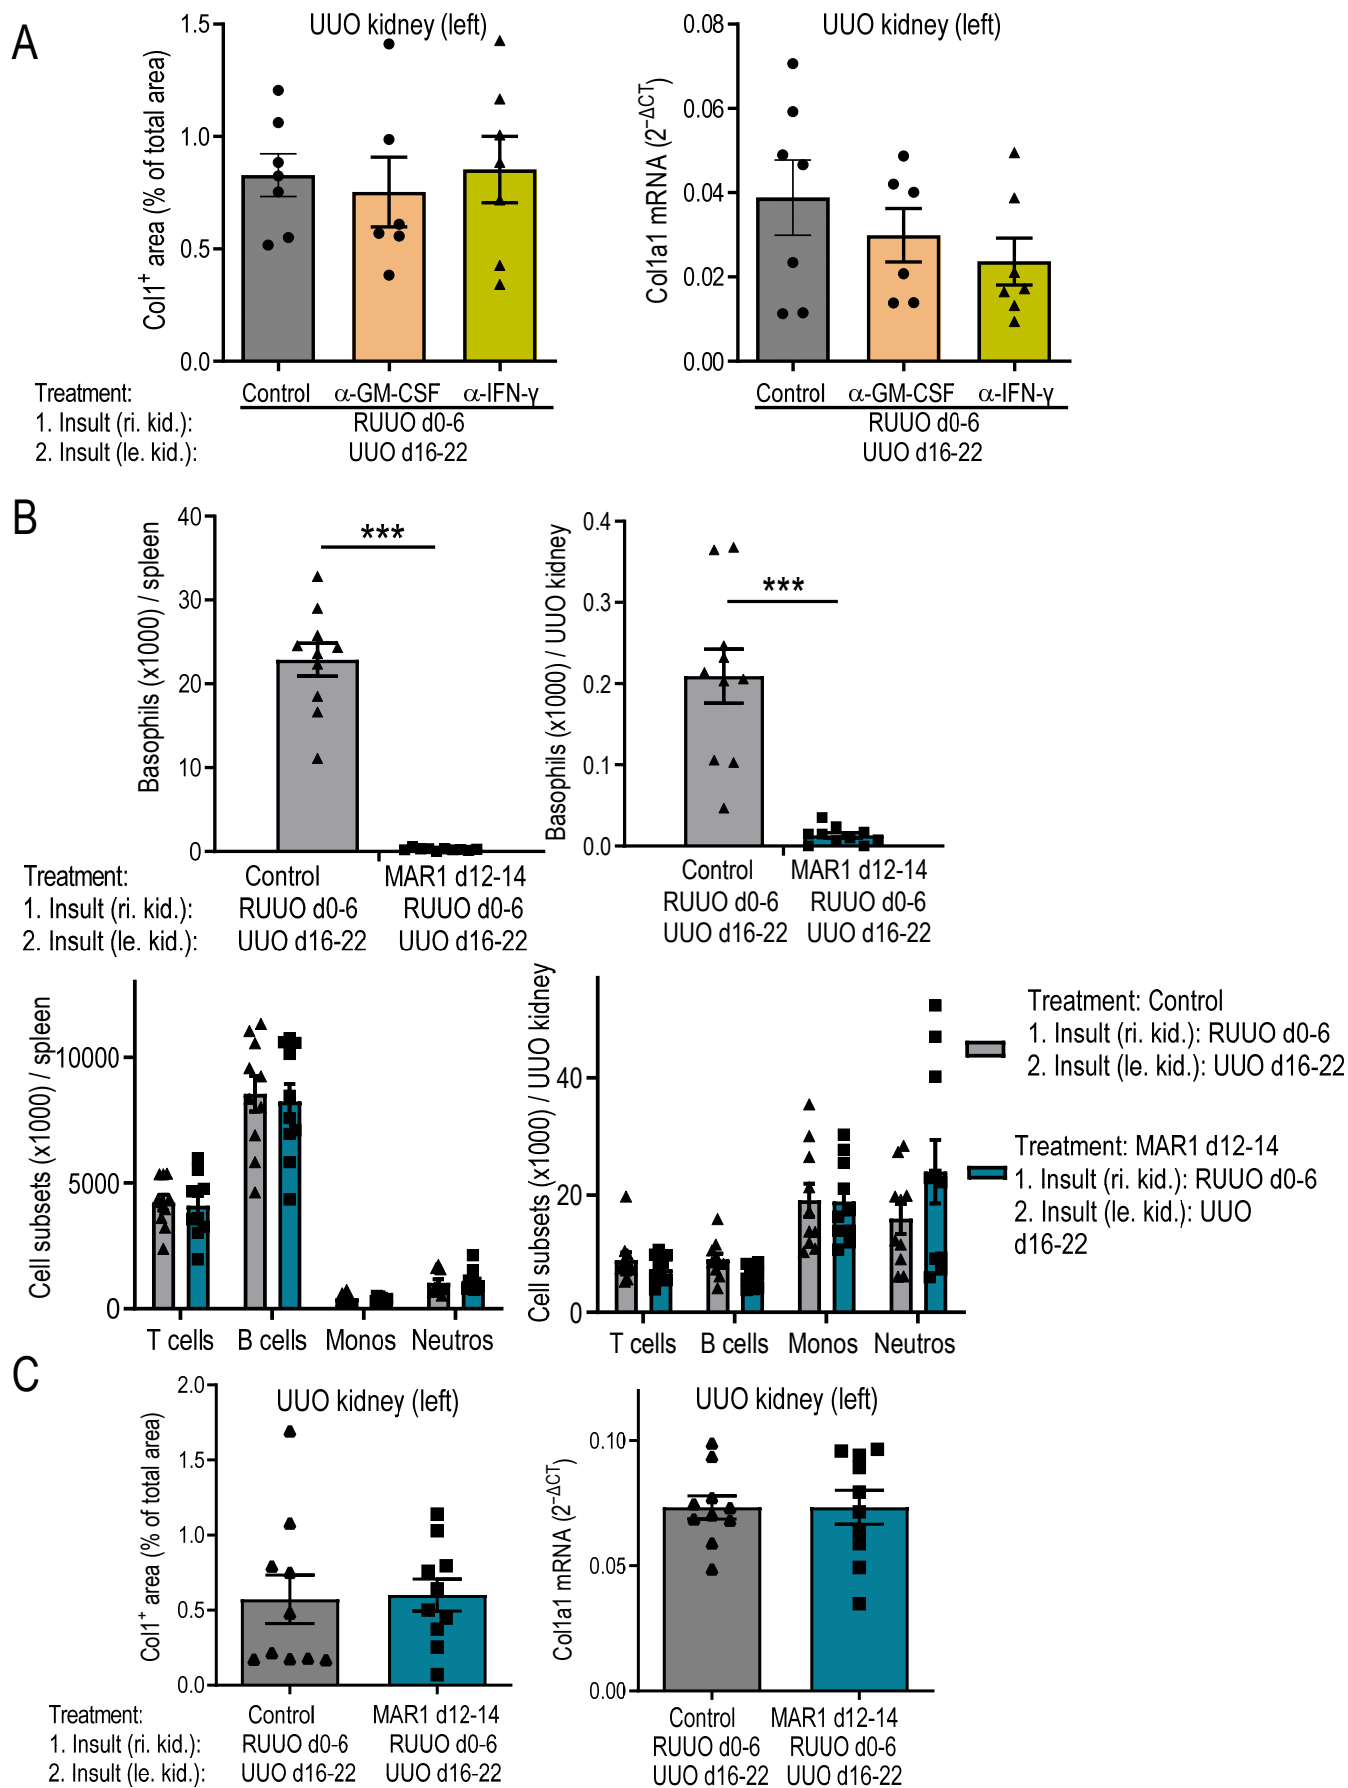

Supplemental Figure 6

### **Supplemental Figure 6**

#### **Blockade of cytokines and depletion of basophils in mice with fibrosis-memory.**

RUUO of the right kidney was performed from day 0-6 and UUO of the left kidney from day 16-22. (A) On days 15, 17, 19 and 21, mice were injected with blocking antibodies against GM-CSF or IFN-gamma or received an isotype control antibody (n=6 per group). Quantification of collagen-1 (Col1) and col1a1 mRNA expression in the left UUO-kidneys on day 22. (B-C) On days 12-14 mice were injected with the basophil-depleting antibody MAR-1 (n=10) or received an isotype control antibody (Control; n=10). (B) Quantification of basophils, T cells, B cells, monocytes (Monos) and neutrophils (Neutros) in the spleen and UUO-kidney on day 22. (C) Quantification of collagen-1 (Col1) and col1a1 mRNA expression in the left UUO-kidneys on day 22. Data are represented as mean  $\pm$  SEM. Unpaired one-sided t-test. \*\*\*P<0.001.

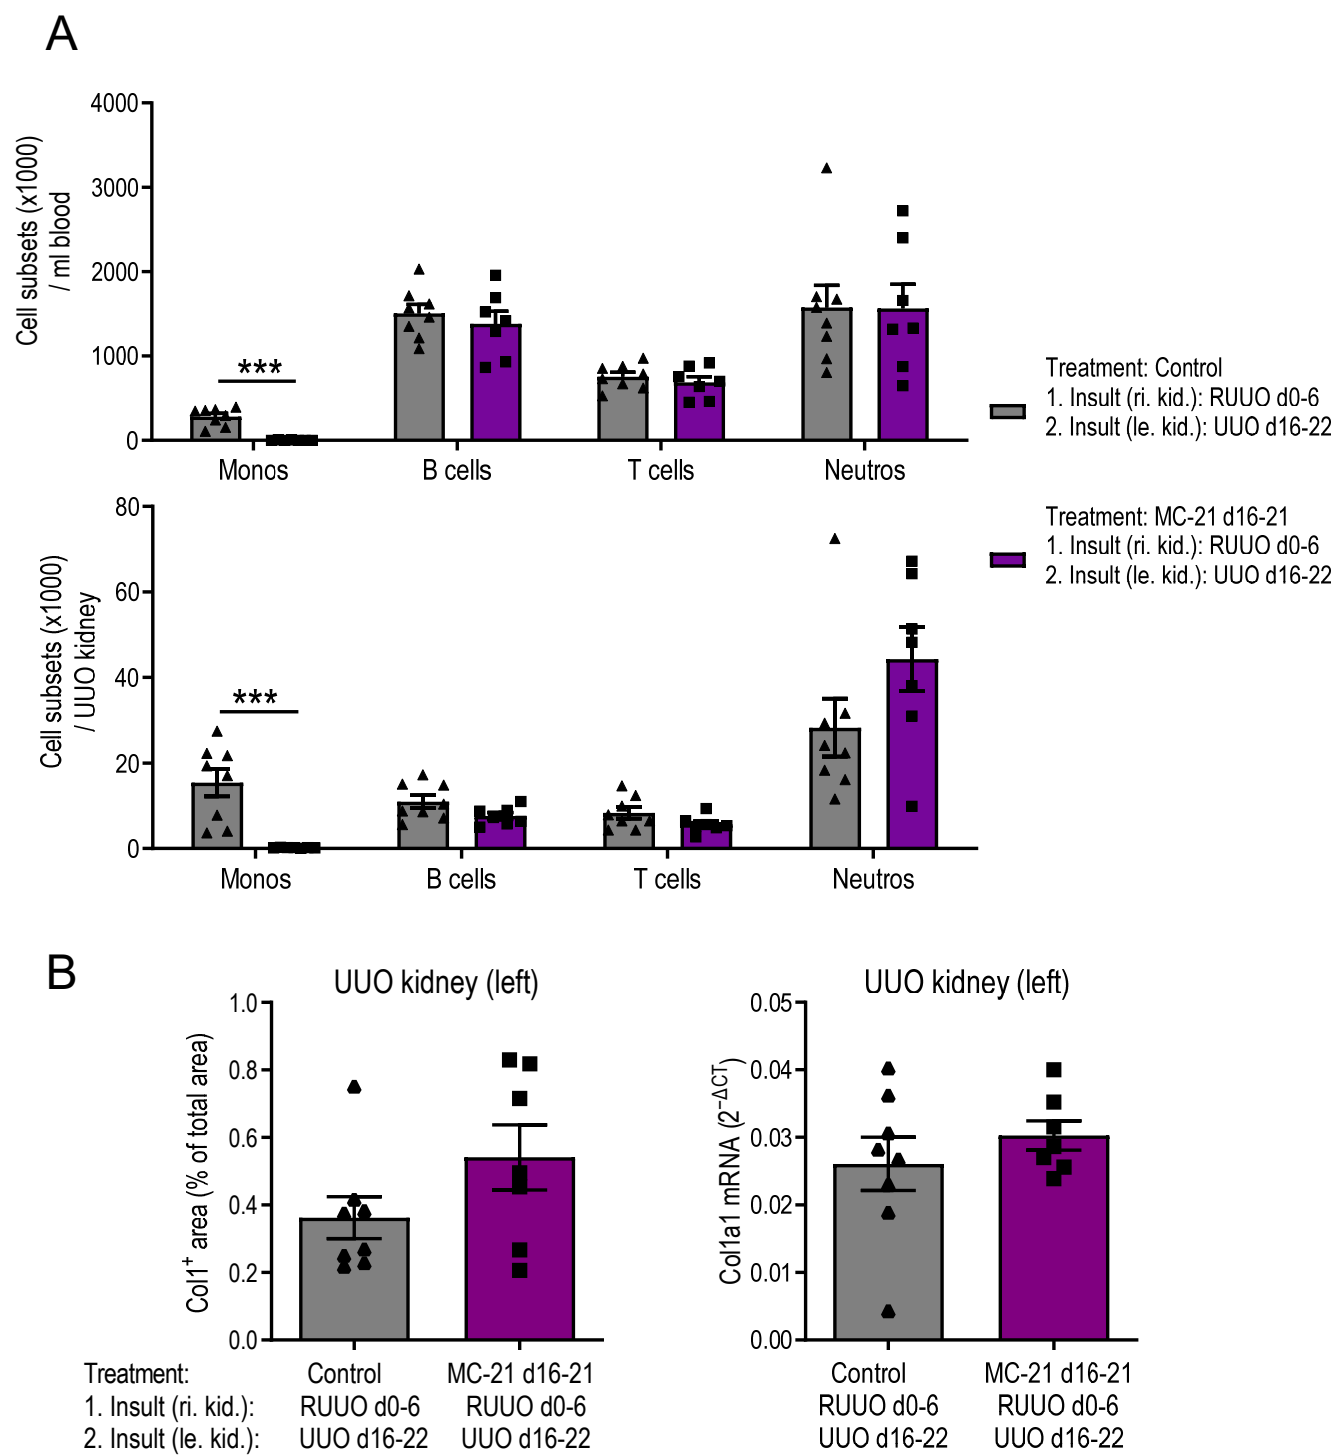

Supplemental Figure 7

### **Supplemental Figure 7**

#### **Depletion of CCR2<sup>+</sup> monocytes in mice with fibrosis-memory.**

RUUO of the right kidney was performed from day 0-6 and UUO of the left kidney from day 16-22. On days 16-21 mice were injected with the monocyte-depleting CCR2 antibody MC-21 (n=7) or received an isotype control antibody (Control; n=8). (A) Quantification of Ly6C<sup>+</sup> monocytes (Monos), T cells, B cells and neutrophils (Neutros) in the peripheral blood and UUO-kidney on day 22. (B) Quantification of collagen-1 (Col1) and col1a1 mRNA expression in the left UUO-kidneys on day 22. Data are represented as mean  $\pm$  SEM. Unpaired one-sided t-test. \*\*\*P<0.001.

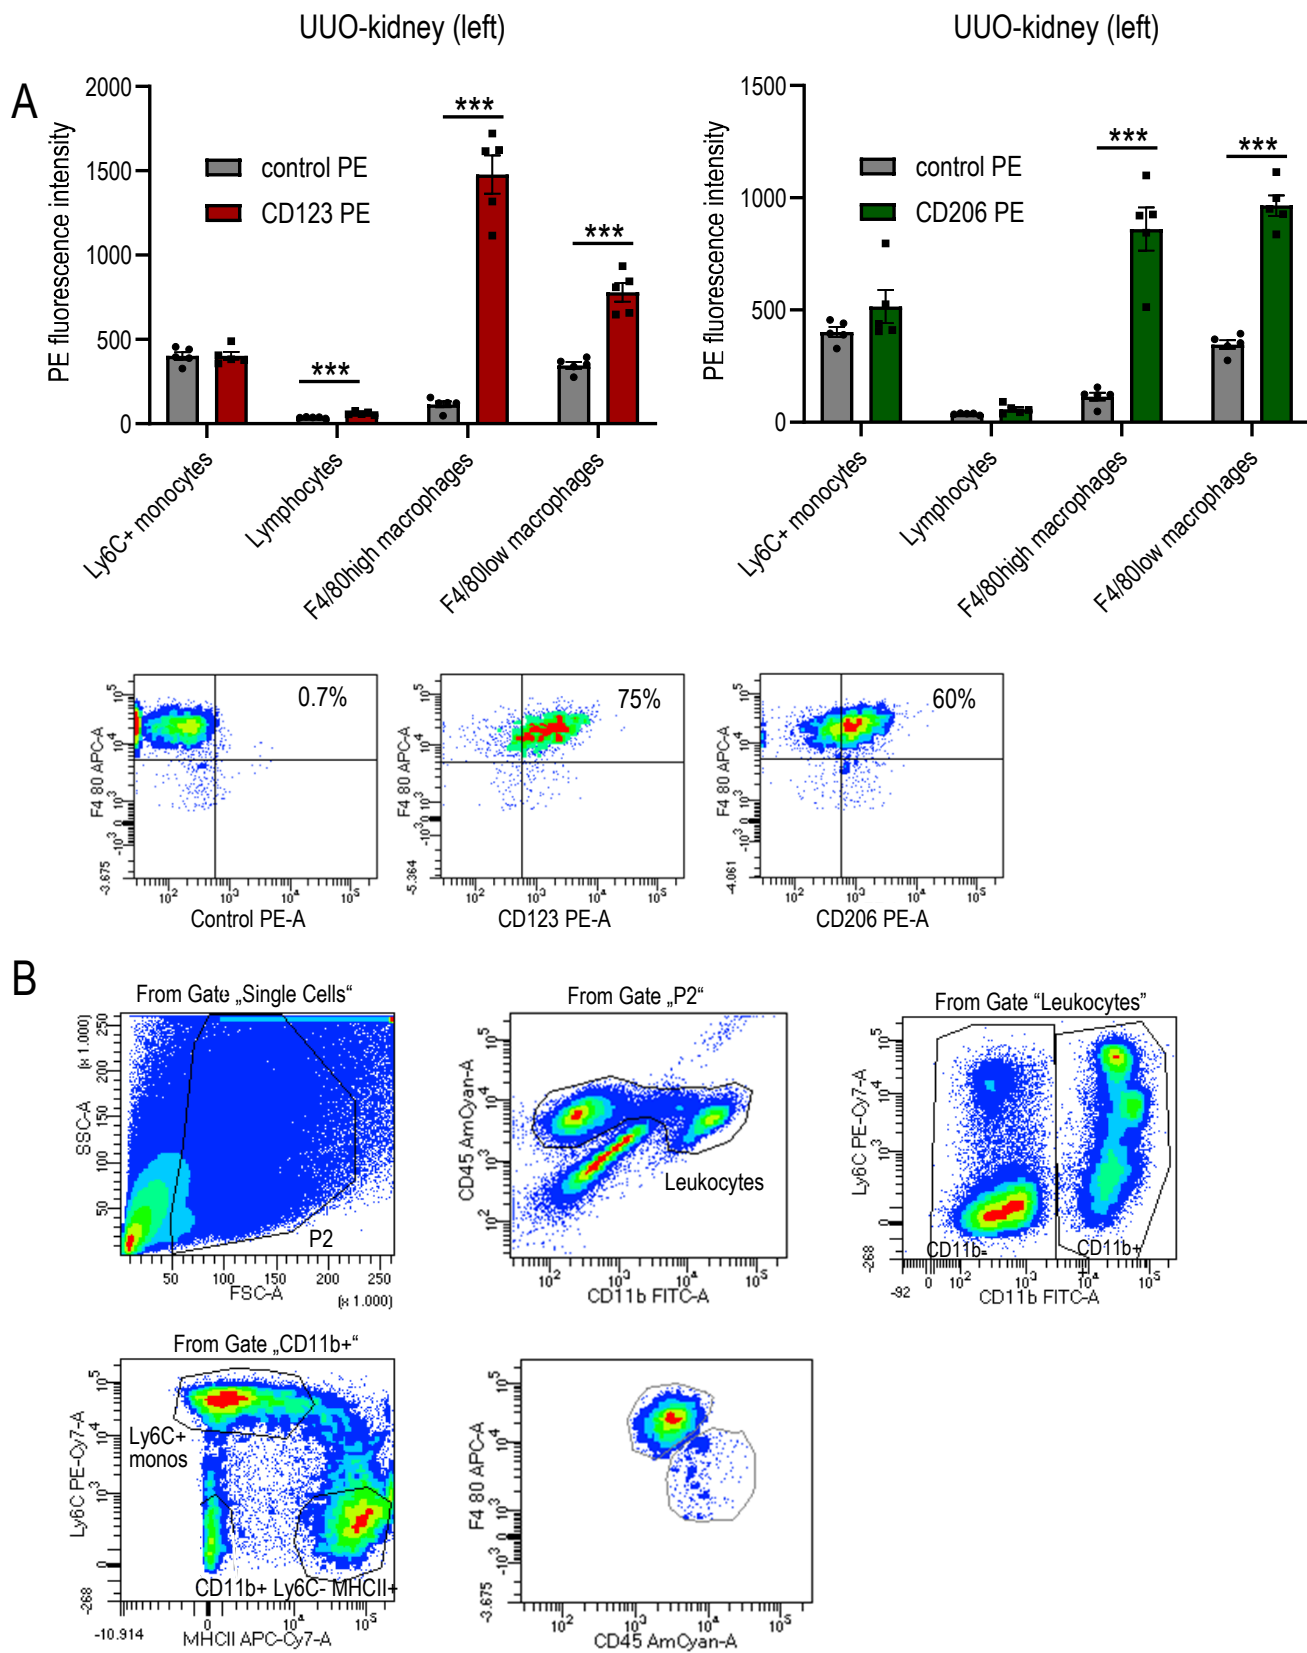

Supplemental Figure 8

### **Supplemental Figure 8**

#### **F4/80-high macrophages strongly express IL-3R.**

(A) UUO was performed on day 0 (n=3) and leukocyte subsets were analyzed in the UUO-kidney by flow cytometry on day 4. Expression of CD123 (IL-3-receptor alpha chain) and CD206 was determined on various leukocyte subsets (shown as mean fluorescence intensity). Representative dot plots showing expression of CD123 and CD206 (right panel). (B) Gating strategy and antibody panel used for flow cytometry. Data are represented as mean  $\pm$  SEM. Unpaired two-sided t-test. \*\*\*P<0.001.

How the deposited data were processed for this re-analysis (not part of the article)

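CD4+ T cells of the UUO kidney and of the spleen of 3 mice with fibrosis-memory were analysed, 1 library per organ and mouse. The authors amplified TCR-β mRNA by 5′ RACE with UMIs, assembled the reads into clones with MiXCR, and deposited for each clone the UMI count and the read count, which are not normalized. The authors' files also give each clone's fraction of the UMIs and of the reads of its library and the lowest quality score in its CDR3. The fractions served only to check the counts, and the score was not used here. The paper's text does not name the clonotype definition behind its Chao1 values, the depth of the downsampling or the number of cells per library.

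From the deposited UMI counts, clonotypes were defined by CDR3 nucleotide sequence, V gene and J gene, and non-coding clones were left out. Kidney libraries held 693 to 1248 UMIs and spleen libraries 97735 to 224811. A clonotype with 0 UMIs may make up to 0.433% of the smallest kidney library (a limit of 3 counts, which covers counting error only). Chao1 was bias-corrected, and equal-depth values are means of 1000 random draws to 693 UMIs. Groups were compared by exact permutation of the 20 relabellings of 3 against 3 libraries, overlaps over the 6 assignments of spleens to kidneys, and single clonotypes with at least 3 kidney UMIs by Fisher's exact test with Benjamini-Hochberg adjustment. Trbv usage was tested by edgeR's quasi-likelihood test on UMIs summed per Trbv gene, with library sizes only, for the 24 Trbv genes with at least 10 UMIs over the 6 libraries. All 24 names match symbols of the GRCm38.p6 annotation, which was used for names only. The clonotypes named are the 3 with the most UMIs in each kidney and any found in all 3 kidneys; where the last place was tied, the tied ones are not named. The Trbv genes named are those with an adjusted p under 0.05.

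Same-numbered kidney and spleen come from the same mouse by the labels. The correlation of their deviations from the organ means over Trbv genes was 0.387, 0.196 and 0.233 in mice 1, 2 and 3. The main comparisons do not use this pairing, and a fit with the mouse as a block is among the alternatives. The alternatives also changed the clonotype definition, the non-coding clones, the minimum UMIs, the merging of sequencing errors, UMI against read counts, the depth and manner of drawing, the Chao1 formula, the spleen depth for the overlap, the mice included, and the normalization, tool, unit and filter for Trbv genes. These and the tests above were fixed before the data were examined. Fisher's test was not run on read counts, since reads of the same molecule are not independent. UMIs of the same cell are not independent either, and the test on UMIs does not allow for this.

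Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 were used. The Chao1 and Fisher steps were tested on simulated repertoires. Those for Chao1 had clonotypes of equal frequency and were well sampled, from 500 clonotypes with 2000 UMIs to 5000 with 12000. The spleen draws, with 690 distinct clonotypes among 693 UMIs, are unlike this, so the level of their Chao1 was not tested. The simulation for Fisher's test drew UMIs independently. The Trbv step was tested on 50 simulations of the kidney and spleen libraries without variation between mice, with 24 genes tested. A gene doubled in the kidney was called in 100% of them, and with no gene changed a call was made in 2 of the 50.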

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

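With the spleens drawn by whole clonotypes, the log2 ratio of kidney to spleen went from -5.93 to 0.30 for Chao1 and from -0.57 to -0.063 for distinct clonotypes, and that of the share of the 10 largest clonotypes from 3.01 to 0.71. The values for Chao1 and for distinct clonotypes follow from the construction. Chao1 becomes the value at full depth scaled to the UMIs drawn (1109, 833 and 1864 in mice 1, 2 and 3, against 1110, 834 and 1866 in the draws), and distinct clonotypes become the UMIs drawn divided by the mean UMIs per clonotype (475, 433 and 554, against 477, 433 and 554). They are no test of stability.

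With CDR3 amino acid sequences, the log2 ratio was -5.18 for Chao1, 2.78 for the share of the 10 largest and -0.13 for the mean UMIs per clonotype, against 0.13 with nucleotide sequences, and 62.7% of kidney clonotypes and 71.3% of kidney UMIs were found in the spleen of the same mouse; the cause was not tested. The spleens of other mice then held 33.2% of the kidney clonotypes. With at least 2 UMIs per clonotype, the log2 ratios were -7.09 for Chao1, -1.39 for distinct clonotypes, 2.89 for the share of the 10 largest and 0.37 for the mean UMIs per clonotype, and the overlaps were 54.2% of clonotypes and 67.8% of UMIs. This minimum removes the clonotypes of 1 UMI that Chao1 rests on, and kidney 3 was not drawn, so that its Chao1 equals its 112 clonotypes, while draws of the spleens to 332 UMIs hold such clonotypes again. The Chao1 value is therefore no test of stability. With read counts, the log2 ratios were -7.56, -7.46 and 4.71 in the same order, and 5.65 for mean reads per clonotype. The last largely restates the reads per UMI. At the 421908 reads drawn, kidney Chao1 and distinct clonotypes equal the kidneys' 483, 760 and 473 clonotypes. The spleen share of the 10 largest is then 0.647%, near its 0.624% at full depth. None of these tests stability. At 300 UMIs, Chao1 gave -4.99, distinct clonotypes -0.35 and the 10 largest 2.21, but the spleens are then at or near the limits of these measures, with a median Chao1 at the highest possible value of 45150 and a median share of the 10 largest at the lowest possible 3.33% in mice 2 and 3, so that the change follows the depth. At 693 UMIs they are nearer to the limits than the kidneys too. Of the draws of each spleen, 2.40% to 14.4% gave the highest possible Chao1, 240471. The lowest possible share of the 10 largest is 1.44%. With each spleen drawn to the kidney of the same mouse, distinct clonotypes gave -0.64, and the cause was not tested. With the classic formula, Chao1 gave -6.44. That formula divides by the number of clonotypes with 2 UMIs, to which the bias-corrected formula adds 1. The spleen mean was 132056 with it and 91154 without. The kidneys of mice 1, 2 and 3 had 1280, 1960 and 1330 with it and 1263, 1928 and 1317 without.

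An alternative chosen after seeing the data required at least 27 reads of each clonotype in all libraries, the highest of the kidney minimums. The log2 ratios were then -3.45 for Chao1 at equal depth, -3.80 at full depth, 2.17 for the 10 largest and -0.77 for the mean UMIs per clonotype, and 32.6% of kidney clonotypes and 46.6% of kidney UMIs were found in the spleen of the same mouse. The minimum kept 99.2% to 100% of the kidney clonotypes and 8.18% to 40.8% of the spleen clonotypes, and of the clonotypes with 1 UMI, on which Chao1 rests, 99.0% to 100% in the kidneys and 2.18%, 0.0307% and 30.7% in the spleens of mice 1, 2 and 3. In the spleen of mouse 2, Chao1 at full depth then equals the 11482 clonotypes kept. The changes in these values, the sign of the mean UMIs per clonotype included, thus follow largely from the filter, and they are no test of stability.

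The overlap followed the depth of the spleens. With the spleens drawn to the smallest spleen, 42.6% of kidney clonotypes were found, with at least 2 UMIs required in the spleen 35.8% of clonotypes and 49.6% of UMIs, and with the spleens drawn to the smallest library 1.84% and 4.85%. The same-mouse value stayed above that for other mice in each of these.

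Across the 3 fits that each left out one mouse, the log2 ratio ranged from -6.07 to -5.72 for Chao1 at equal depth, from -7.62 to -7.17 at full depth, from -0.62 to -0.54 for distinct clonotypes, from 2.94 to 3.11 for the 10 largest and from 0.09 to 0.18 for the mean UMIs per clonotype. The overlap ranged from 45.8% to 49.5% of clonotypes and from 56.8% to 63.0% of UMIs. Kidney-enriched clonotypes numbered 163 with all mice, 88 to 127 with one mouse left out and 51 with a minimum of 5 UMIs, since fewer clonotypes were tested. Trbv genes with an adjusted p under 0.05 numbered 0 to 1 with one mouse left out.

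With the mouse as a replicate block, the log2 ratios are the same by construction: -5.93 for Chao1 at equal depth, -7.33 at full depth, -0.57 for distinct clonotypes, 3.01 for the 10 largest and 0.13 for the mean UMIs per clonotype, each with an exact sign-flip p = 0.25, the smallest that 3 pairs allow. In the edgeR fit the block left 0 Trbv genes with an adjusted p under 0.05, against 1 without it, and 1 at an unadjusted p under 0.05. It was 2 with TMM normalization, 2 with DESeq2 and 0 with distinct clonotypes per Trbv gene, where 3 had an unadjusted p under 0.05. With 3 libraries per organ, the exact permutation test of kidney against spleen values could not reach a p under 0.1. This floor does not hold for edgeR or DESeq2. The kidneys held at most 1248 UMIs each.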

Other observations

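The tests of few kidney cells, of mRNAs of single cells as the whole cause and of carry-over within the same mouse were chosen after the results they concern were seen, and so was the comparison of each kidney with the upper limit of the central 95% of the draws.

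The lower Chao1 in the kidney is not explained by the number of UMIs per library alone, since with every library drawn to the smallest the log2 ratio of kidney to spleen was -5.93. Reads per UMI still differed between the organs in these draws, from 467 to 793 in the kidneys and from 8.53 to 21.2 in the spleens. An effect of read depth on the difference therefore stays open. Whether the difference comes from fewer cells, each giving several mRNAs, cannot be told apart from a less diverse repertoire, because the number of cells per library is not known. Spleens drawn by whole clonotypes gave a log2 ratio of 0.30, but that draw only rescales the spleen Chao1 and decides nothing. A biological difference between the organs stays open.

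For the larger share of the 10 largest clonotypes in the kidney, the kidney exceeded the upper limit of the central 95% of the whole-clonotype draws of its own spleen in 1 of the 3 mice. The draws reached the kidney's share in 7.70%, 7.70% and 1.40% of cases in mice 1, 2 and 3. How much several mRNAs of the same cell add to this share is left open by the draws, which vary widely with the few large spleen clonotypes they take. Other values argue against mRNAs of single cells as the whole cause of the large kidney clonotypes. Kidney clonotypes with at least 3 UMIs were found in the spleen of the same mouse more often than those with 1 UMI, by at least 41.6 percentage points in each of the 3 mice (Fisher's exact test within each mouse with Benjamini-Hochberg adjustment, largest adjusted p = 1.27e-06). Of the 10 largest kidney clonotypes, 10, 10 and 9 were in the spleen of mice 1, 2 and 3, and 9, 7 and 5 were among the clonotypes ranked up to 100 there. Such clonotypes were present in both organs and so in more than 1 cell, but the number of cells behind their kidney UMIs is not known.

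Carry-over of spleen molecules into all kidney libraries is argued against by the mean of 6.47% of kidney clonotypes found in the spleens of other mice, against 47.5% in the same mouse. Carry-over from the spleen library of the same mouse as the whole source is argued against by the 10 largest spleen clonotypes, whose share in the kidney was at least 8.90 times their share in the spleen in each mouse. For kidney clonotypes with 1 UMI it stays open.

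Random draws of spleen UMIs of the size of the kidney library show how often a drawn clonotype has another UMI in the same spleen library. That UMI can come from another mRNA of the same cell, which is not possible between organs. The result is set by the share of spleen UMIs in clonotypes with more than 1 UMI. That share was 50.4%, 59.4% and 34.6% in mice 1, 2 and 3. The draws are thus no measure of the overlap to be met between separate sets of cells. Of the drawn clonotypes, 50.1% (95% of draws between 46.6% and 53.4%) were also in the rest of that spleen library in mouse 1, 59.1% (56.3% to 61.8%) in mouse 2 and 34.2% (30.9% to 37.5%) in mouse 3. The kidney overlap of 48.2% lay within this range in mouse 1, that of 50.8% below it in mouse 2 and that of 43.3% above it in mouse 3. Kidney clonotypes with at least 3 UMIs numbered 53, 75 and 36 in mice 1, 2 and 3. Whole-clonotype draws of the spleens to each kidney's size gave 32 to 54, 81.0 to 109 and 14 to 31 (95% of draws). The kidney lay within the range in mouse 1, below it in mouse 2 and above it in mouse 3. The mean of such draws is the spleen count at full depth scaled by the share of UMIs drawn. It is no comparison at equal depth. No common direction was seen in either comparison, both of which count clonotypes. The second depends on the minimum of 3 UMIs. At 5 UMIs every kidney lay above every spleen in percent of clonotypes at full depth (2.33% to 3.42% against 0.546% to 2.15%). The lowest of these kidney values, in mouse 3, rests on 11 clonotypes. Weighted by UMIs, the kidney overlap was 60.2%, 65.9% and 53.5% in mice 1, 2 and 3. The random draws of spleen UMIs gave lower means of 50.3%, 59.3% and 34.3%, given here without a range.

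Trbv15 made up 6.10% ± 1.93 (SD, n = 3) of kidney UMIs and 3.56% ± 0.190 (SD, n = 3) of spleen UMIs, a log2 fold change of 0.81 (adjusted p = 0.000866 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 3 of 3 mice). In mouse 3 the shares were nearly equal, 3.90% in the kidney and 3.72% in the spleen. The adjusted p of Trbv15 was 0.0659 with the mouse as a block, 0.361 without mouse 1, 0.213 without mouse 2 and 0.000772 without mouse 3. Counted by distinct clonotypes, the log2 fold change was 0.17 (adjusted p = 0.671), and over the alternatives the adjusted p ranged from 9.61e-11 with DESeq2 to 0.671. In mice 1, 2 and 3, 20 of 58, 40 of 86 and 7 of 27 Trbv15 UMIs of the kidney belonged to 1 clonotype each. The difference may therefore reflect a few large clonotypes, since 0 Trbv genes passed with distinct clonotypes. Of the 4 splits of the 6 libraries that part all 3 mice, 1 gave as many Trbv genes, the real one, which is the smallest count such a design allows. The other splits put both libraries of a mouse on one side, and 1 of all 10 splits gave as many.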
